# PRC2-Mediated H3K27me3 Contributes to Transcriptional Regulation of FIT-Dependent Iron Deficiency Response

**DOI:** 10.3389/fpls.2019.00627

**Published:** 2019-05-16

**Authors:** Emily Y. Park, Kaitlyn M. Tsuyuki, Fengling Hu, Joohyun Lee, Jeeyon Jeong

**Keywords:** iron, FIT, H3K27me3, PRC2, transcription, Arabidopsis

## Abstract

Iron is an essential micronutrient for nearly all organisms, but excessive iron can lead to the formation of cytotoxic reactive oxygen species. Therefore, iron acquisition and homeostasis must be tightly regulated. Plants have evolved complex mechanisms to optimize their use of iron, which is one of the most limiting nutrients in the soil. In particular, transcriptional regulation is vital for regulating iron in plants, and much work has revealed the role of transcription factors on this front. Our study adds novel insights to the transcriptional regulation of iron homeostasis in plants by showing that chromatin remodeling via histone 3 lysine 27 trimethylation (H3K27me3) modulates the expression of FIT-dependent genes under iron deficiency. We provide evidence that FIT-dependent iron acquisition genes, *IRT1* and *FRO2*, as well as *FIT* itself are direct targets of PRC2-mediated H3K27me3. In the *clf* mutant, which lacks the predominant H3K27 tri-methyltransferase, induction of *FIT*, *FRO2*, *IRT1*, and other FIT-regulated genes in roots is significantly higher under iron deficient conditions than in wild type. Furthermore, we observe that *clf* mutants are more tolerant to iron deficiency than wild type, indicating that gene expression levels appear to be limiting the plants ability to access iron. We propose that H3K27me3 attenuates the induction of FIT-target genes under iron deficiency and hypothesize that this may serve as a mechanism to restrict the maximum level of induction of iron acquisition genes to prevent iron overload.

## Introduction

Much of the micronutrients in the earth’s soil is inaccessible to plants, which negatively affects crop yield and quality (Marschner, 2012). In particular, iron is abundant in the earth’s crust but is one of the most limiting nutrients for plant growth because it exists as insoluble ferric oxides under aerobic and neutral or alkaline conditions (Colombo et al., 2014). Plants have a unique need for iron as photosynthetic organisms; however, they are exposed to a higher risk of iron-induced toxicity. Hence, plants have evolved a host of delicate mechanisms to tightly control iron acquisition and homeostasis. To improve agriculture and human health, it is crucial to understand the molecular mechanisms behind iron acquisition and regulation in plants.

Dicots, including *Arabidopsis thaliana*, use Strategy I, which implements a reduction-based mechanism for acquiring iron (Jeong et al., 2017). Under iron-deficient conditions, *A. thaliana* extrudes protons through the P-type H^+^-ATPases, such as AHA2, and acidifies the rhizosphere to help solubilize Fe^3+^-chelates (Santi and Schmidt, 2009). PDR9, an ABC transporter, facilitates the export of coumarin-family phenolics into the surrounding rhizosphere and contributes to the formation of an accessible pool of iron in the apoplast (Fourcroy et al., 2014; Clemens and Weber, 2016). FERRIC REDUCTASE OXIDASE 2 (FRO2) reduces ferric iron-chelates to ferrous iron (Robinson et al., 1999), which is then transported into the root epidermal cell by Iron-Regulated Transporter 1 (IRT1) (Connolly et al., 2002; Varotto et al., 2002; Vert et al., 2002).

The iron acquisition process is largely controlled by a sophisticated transcriptional regulatory network. FER-LIKE IRON DEFICIENCY-INDUCED TRANSCRIPTION FACTOR (FIT), the master regulator of the iron deficiency response, is essential for the high-level induction of Strategy I iron acquisition genes and *FIT* loss-of-function mutants are lethal under iron deficient conditions (Colangelo and Guerinot, 2004; Jakoby et al., 2004; Yuan et al., 2005). FIT is a basic-helix-loop-helix (bHLH) transcription factor that dimerizes with bHLH subgroup Ib transcription factors, bHLH38, bHLH39, bHLH100, or bHLH101 to positively regulate its target genes (Yuan et al., 2008; Wang et al., 2013). However, rather than inducing FIT target genes, bHLH100 and bHLH101 may regulate genes involved in distributing iron in tissues and organelles via a FIT-independent pathway (Sivitz et al., 2012). Meanwhile, FIT also interacts with transcription factors of other regulatory networks involving hormones, such as jasmonic acid, ethylene, or gibberellin, as well as bHLH transcription factors of bHLH IIIe and IVa subgroups that control FIT at the transcriptional and posttranslational levels (Lingam et al., 2011; Wild et al., 2016; Naranjo-Arcos et al., 2017; Cui et al., 2018; Tanabe et al., 2018).

Evidence suggests that there are mechanisms upstream of FIT that control iron acquisition. FIT itself is iron-regulated at the transcriptional and post-transcriptional levels. *FIT* is induced by iron deficiency (Colangelo and Guerinot, 2004), but in plants that constitutively express *FIT*, FIT subjected to rapid turnover by proteasomal degradation at the early onset of the iron deficiency response (Sivitz et al., 2011). Recently, an iron-regulated calcium dependent protein kinase, CBL-INTERACTING PROTEIN KINASE (CIPK) 11, was identified as a positive regulator of FIT (Gratz et al., 2019). Meanwhile, IRON MAN (IMA) peptides, also referred as FE-UPTAKE-INDUCING PEPTIDEs (FEPs), were reported as an upstream regulator of the iron uptake pathway (Grillet et al., 2018; Hirayama et al., 2018). Overexpression of the IMA motif was sufficient to trigger the iron deficiency response and lead to accumulation of iron (Grillet et al., 2018), but IMA3/FEP1 was proposed to activate bHLH38/39 via a mechanism independent of FIT, with the expression of FEP1 also being independent of FIT (Hirayama et al., 2018).

In addition to FIT, POPEYE (PYE) is another bHLH transcription factor that plays a major role under iron deficiency (Long et al., 2010). PYE represses genes, such as *NICOTIANMINE SYNTHASE 4* (*NAS4*) and *FERRIC REDUCTASE OXIDASE 3* (*FRO3*), which are involved in root iron mobilization and shoot translocation. NAS4 synthesizes nicotianamine, which chelates iron into a mobile form for vascular translocation (Bauer et al., 2004), and FRO3 is a mitochondrial ferric chelate reductase expressed in the vasculature (Jeong and Connolly, 2009). The expression of *PYE* is tightly correlated with *bHLH39* and *bHLH101* (Long et al., 2010), which are strongly induced by iron deficiency (Yuan et al., 2008). Because bHLH039 is a FIT binding partner, PYE activity mediates widespread transcriptional regulation under iron deficiency through indirect regulation of FIT or with direct interaction with other PYE targets (Long et al., 2010). Although *PYE* is most highly expressed in the root pericycle, PYE protein is found in the nuclei of all root cells under iron deficiency (Long et al., 2010), which implies that PYE might translocate throughout the root and convene with the FIT network. *PYE* is a direct target of bHLH34, and *FIT* and *bHLH38/39/100/101* were also proposed as direct targets of bHLH34 (Li et al., 2016).

Even though the intricate transcriptional network of the iron deficiency response has been extensively studied (Dinneny et al., 2008; Buckhout et al., 2009; Rodríguez-Celma et al., 2013; Mai et al., 2016; Gao et al., 2019), the effect of chromatin structure on iron homeostasis gene expression is not well-understood. In addition to transcription factors, chromatin structure is a major transcriptional regulator in eukaryotes (Li et al., 2007). The covalent chemical modification of the histone tails that modifies the compression and relaxation of the chromatin directly impacts transcription factor and transcriptional machinery access to promoter regions, and thus subsequent gene expression.

Histone 3 lysine 27 trimethylation (H3K27me3) is a well-established repression mark, controlled by the activity of polycomb-group (PcG) protein complexes that play significant roles in regulating gene expression and multicellular development (Köhler and Hennig, 2010; Pu and Sung, 2015). For example, the homeotic MADS box gene *AGAMOUS* (*AG*) is involved in specifying floral organ identity (Bowman et al., 1989; Yanofsky et al., 1990) and has been shown to be regulated by Polycomb Repressive Complex 2 (PRC2)-mediated H3K27me3 activity (Goodrich et al., 1997; Katz et al., 2004). In Arabidopsis, PRC2 specifically catalyzes the trimethylation of H3K27 (Zhang et al., 2007). Silencing occurs when PRC2 trimethylates K27 on histone 3, and the repression mark spreads along the chromatin, ultimately resulting in its compaction (Margueron and Reinberg, 2011). The CURLY LEAF (CLF) and SWINGER (SWN) subunits are responsible for the PRC2 methyltransferase activity in Arabidopsis. While CLF and SWN are partially redundant, CLF is the predominant H3K27 tri-methyltransferase of PRC2 and loss of CLF function results in drastically reduced H3K27me3 deposition (Chanvivattana et al., 2004; Schubert et al., 2006; Zhang et al., 2007; Wang et al., 2016); thus, *clf* mutants are widely used as PCR2 mutants (Lafos et al., 2011; Lu et al., 2011; Zhou et al., 2018). Nearly 20% of Arabidopsis genes were identified as H3K27me3 targets, which predominantly consisted of transcriptionally repressed genes (Turck et al., 2007; Zhang et al., 2007). In plants, H3K27me3 has been understood as a widely used repressive epigenetic mark in response to not only developmental cues, but also abiotic stressors such as temperature and drought (Probst and Mittelsten Scheid, 2015; Secco et al., 2017).

In this study, we show that post-translational modification of a core histone, histone 3 lysine 27 trimethylation (H3K27me3), modulates the induction of *FIT* and FIT-dependent iron acquisition genes under iron deficiency. Our work reveals that FIT-dependent genes are more pronouncedly induced by iron deficiency in the *clf* mutant, which lacks the major H3K27 tri-methyltransferase, than in wild type. Furthermore, we show that *FIT*, *FRO2*, and *IRT1* are direct targets of H3K27me3 and that the *clf* loss-of-function mutant grows better than wild type in conditions with low levels of iron.

## Materials and Methods

### Plant Materials and Growth Conditions

*Arabidopsis thaliana* ecotype Columbia (Col-0) was used as the wild type. The *clf* mutant line used was *clf-29* (SALK_21003) from the Arabidopsis Biological Resource Center. Arabidopsis seeds were surface-sterilized and plated on B5 media. After stratification, seeds were grown at 22°C under a 16/8 h light/dark cycle in a Conviron A1000 growth chamber. For iron treatments, plants were transferred to iron deficient media (-Fe), Murashige and Skoog (MS) medium with no iron (Caisson MSP33) supplemented with 300 μM ferrozine, or Fe sufficient media (+Fe), MS medium with 100 μM FeNa-EDTA (Caisson MSP34) for 3 days for both gene expression analysis and chromatin immunoprecipitation.

### RNA Extraction

Total RNA was extracted from root and shoot tissues using the Plant RNA Isolation Kit (Agilent) per the manufacturer’s instructions. The concentration and purity of RNA were measured with NanoDrop One (Thermo Fisher Scientific), and the integrity of RNA was assessed by running a bleach gel (Aranda et al., 2012).

### Quantitative RT-PCR

cDNA was synthesized from total RNA using iScript^TM^ Reverse Transcription Supermix (Bio-Rad) following manufacturer’s instructions. cDNA samples were then diluted 1:10 with nuclease-free water and used for RT-qPCR analysis with iTaq^TM^ Universal SYBR© Green Supermix (Bio-Rad) following manufacturer’s instructions using the CFX Connect^TM^ Real-Time System (Bio-Rad). A melt curve analysis was performed at the end of the qPCR protocol. Relative transcript levels of genes of interest was calculated using the ΔCt method (Schmittgen and Livak, 2008). The expression level of *ACTIN2* (*ACT2*) was used as an internal control. Primers were designed using QuantPrime (Arvidsson et al., 2008). Primer sequences are listed in Supplementary Table S1.

### RNA-Sequencing and Data Analysis

Three biological replicates of wild type and *clf* roots grown under iron deficient or sufficient conditions were used for RNA-seq analysis. RNA was extracted as described above. cDNA library construction, 150 bp paired-end sequencing on Illumina NovaSeq 6000 platform, and standard RNA-seq analysis were conducted by Novogene. Gene expression was quantified using the union mode of the HTSeq software and reported as FPKM (Fragments Per Kilobase of transcript sequence per Millions base pairs sequenced). All sequencing reads were aligned to the *Arabidopsis thaliana* reference genome, TAIR10^1^. Readcount histograms of the genes of interest was generated using the Integrative Genomics Viewer (IGV), IGV 2.4 (Robinson et al., 2011; Thorvaldsdóttir et al., 2013). Differential gene expression analysis was conducted using DESeq with a threshold set as padj <0.05 using negative binominal distribution for *p*-value estimation and BH for FDR estimation (Anders and Huber, 2010). The Gene Ontology (GO) term annotations were conducted using the enrichment analysis tool (Mi et al., 2017) available via from the Gene Ontology Consortium (Ashburner et al., 2000; The Gene Ontology Consortium, 2017). Statistical analyses of iron regulated genes were performed using R (The R Foundation, Vienna, Austria). The genes used for the analysis shown in Figure 2 are listed in Supplementary Table S2.

### Chromatin Immunoprecipitation (ChIP) – qPCR

Wild type and *clf* plants were grown as described above and root tissue was harvested. Native proteins were crosslinked with gDNA using GB buffer (0.4 M sucrose, 10 mM Tris pH 8.0, 1 mM EDTA), 100 mM PMSF, and 37% formaldehyde. Plant tissue was ground in liquid nitrogen by mortar and pestle and sonicated in lysis buffer (500 mM HEPES pH 7.5, 150 mM NaCl, 1 mM EDTA, 1% Triton X-100, 0.1% deoxycholate, 0.1% SDS). Crosslinked DNA was precleared with Protein A Agarose/Salmon Sperm DNA beads (Millipore Sigma, 16-157) for 1 h at 4°C with gentle rotation and then incubated with anti-IgG (Millipore Sigma, 12-370), H3 (AbCam 1791), or H3K27me3 antibodies (Millipore Sigma, 07-449) overnight at 4°C with gentle rotation. Crosslinked DNA was washed in a series with lysis buffer, LNDET buffer (0.25 M LiCl, 1% NP-40, 1% deoxycholate, 1 mM EDTA, 10 mM Tris-HCl pH 8.0), and TE buffer before elution with elution buffer (1% SDS, 0.1 M NaHCO_3_). Crosslinking was reversed with Proteinase K overnight at 65°C, and DNA was purified using the Zymo-Spin ChIP Kit per manufacturer’s instructions. The qPCR was conducted as described above, and gene enrichment was normalized to 10% of input (Haring et al., 2007). Primers were designed using NCBI Primer-BLAST (Ye et al., 2012). Primer sequences are listed in Supplementary Table S3.

### Low Iron Growth

Wild type and *clf* seeds were surface-sterilized, plated, and grown under light and temperature conditions as described above after stratification. Plants were grown on media with no added iron and 300 μM ferrozine, low iron (10 μM Fe), or sufficient iron (100 μM Fe) for up to 12 days. Low iron media was prepared by adding sterile 10 μM Fe (III)-NaEDTA to MS medium without iron (Caisson MSP33). Root lengths were measured using ImageJ.

## Results

### Iron Acquisition Genes Are More Highly Induced in Roots of *clf* Than in Wild Type

Multiple large-scale epigenomics studies have mapped H3K27me3 target loci in Arabidopsis (Turck et al., 2007; Zhang et al., 2007; Bouyer et al., 2011; Lafos et al., 2011; Lu et al., 2011; Roudier et al., 2011). After a survey of the genome-wide studies, we noted that loci of several iron deficiency response genes, including the major iron acquisition genes, were among those identified to be associated with H3K27me3 (Table 1). Such findings suggested that iron homeostasis genes are under the control of H3K27me3 and led us to hypothesize that Arabidopsis might implicate chromatin remodeling to regulate the iron deficiency response. To test this hypothesis and understand the role of H3K27me3 in the iron deficiency response, we examined the expression of iron homeostasis genes that are well-established to be induced under iron deficiency in wild type and *clf* mutant roots. CLF is a core PRC2 component in Arabidopsis, which is largely responsible for the methyltransferase activity of PRC2 (Chanvivattana et al., 2004; Köhler and Hennig, 2010), and *clf* mutants are used as PRC2 mutants (Lafos et al., 2011; Lu et al., 2011; Zhou et al., 2018). Although CLF is partially redundant with SWN, we did not conduct our experiments using the *clf swn* double mutant, which exhibits severe developmental phenotypes and develops into a mass of callus-like tissue that does not differentiate into roots and shoots (Chanvivattana et al., 2004). Because our study focuses on root-specific iron acquisition genes, we conducted experiments using a *clf* single mutant, *clf-29*, which has remarkably reduced levels of H3K27me3 and has been widely used in multiple studies (Bouveret et al., 2006; Schönrock et al., 2006; Xu and Shen, 2008; Zhao et al., 2015; de Lucas et al., 2016; Bellegarde et al., 2018). In addition, we verified expression of iron deficiency response genes and low iron growth phenotypes of a second *clf* mutant, *clf-28*, as shown in Supplementary Figures S1, S4.

**Table 1:** Iron deficiency response genes identified as H3K27me3 targets from existing large scale epigenomic datasets.

Gene ID	Gene name	Annotated function
At1g01580	*Ferric Reductase Oxidase 2* (*FRO2*)	Reduces ferric-chelate iron to ferrous iron
At2g28160	*FER-like iron deficiency transcription factor* (*FIT*)	Regulator of the iron deficiency response
At3g08040	*Ferric Reductase Defective 3* (*FRD3*)	Cation transmembrane transport
At3g13610	*F6’H1*	Iron uptake and production of iron uptake-related fluorescent phenolics
At3g50740	*UDP-Glucosyl Transferase 72E1* (*UGT72E1*)	UDP-glucosyl transferase activity, response to toxic substances
At3g53480	*Pleiotropic Drug Resistance 9* (*PDR9*)/*ATP-binding cassette G37* (*ABCG37*)	Secretion of iron uptake-related fluorescent phenolics
At4g19680	*Iron Regulated Transport 2* (*IRT2*)	Ferrous iron ion transporter
At4g19690	*Iron Regulated Transport 1* (*IRT1*)	Ferrous iron ion transporter

If iron deficiency response genes are repressed by H3K27me3, their expression will be higher in the *clf* mutant than in wild type. We predicted that these genes might be induced at a higher level in *clf* than in wild type under iron deficient conditions, but still remain at a low basal level under iron sufficient conditions in *clf*. Previous studies have shown that the removal of H3K27me3 is often not sufficient to induce gene expression (Bouyer et al., 2011), and FIT overexpression studies have shown that FIT is inactive under iron sufficiency (Lingam et al., 2011; Meiser et al., 2011). Thus, it is likely that an upstream regulatory mechanism that is activated by the iron deficiency signal will be necessary to trigger the induction of iron acquisition genes.

To test if iron deficiency response genes are differentially regulated in the *clf* mutant, we first quantified the expression of FIT-target genes involved in iron acquisition such as *FIT*, *IRT1*, *FRO2*, and *F6’H1*, in *clf* and wild type roots from iron sufficient and deficient conditions. As expected, in wild type, these genes were highly induced under iron deficiency but barely expressed under iron sufficient conditions (Figure 1A). In *clf* roots from iron sufficient conditions, expression of FIT-target genes remained low, consistent with the wild type (Figure 1A). However, the induction of *FIT*, *IRT1*, *FRO2*, and *F6’H1* was significantly higher in iron deficient roots of *clf* than in those of wild type (Figure 1A). The higher induction of FIT target genes under iron deficient conditions was consistently observed in the second *clf* mutant (Supplementary Figure S1). This suggests that H3K27me3 is primarily involved in modulating Strategy I genes under iron deficiency and prevents hyper-induction of these genes.

**FIGURE 1:**
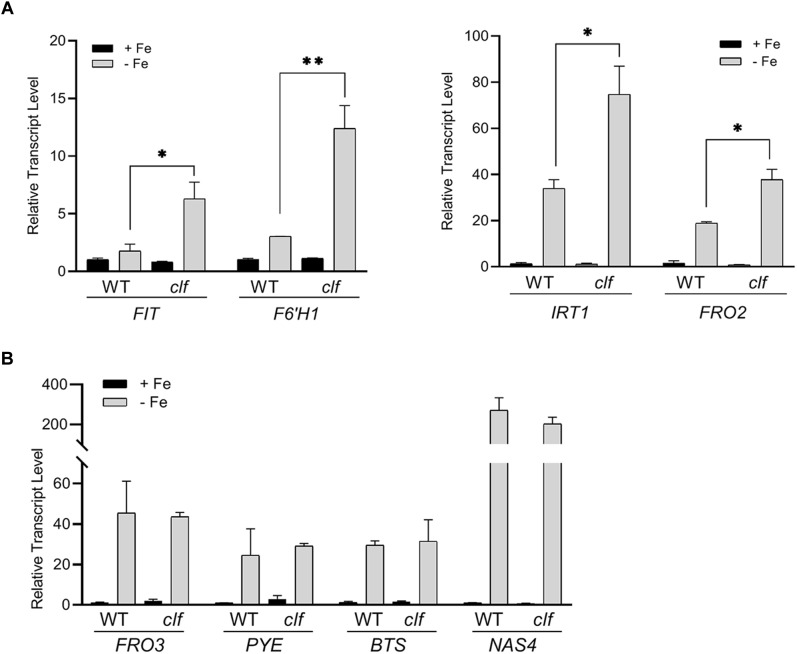
Transcript levels of iron deficiency inducible genes in wild type and *clf* roots. Quantitative RT-PCR was conducted with total RNA extracted from roots of 12-day-old plants grown on B5 without sucrose and then transferred to iron sufficient (+Fe; 100 μM Fe) or iron deficient (–Fe; 300 μM ferrozine) media for 3 days. Transcript levels were normalized to an internal control, *ACT2*, and reported as the expression ratio relative to wild type under iron-sufficient conditions. **(A)** FIT-dependent genes, **(B)** PYE-dependent genes. Mean values of three biological replicates are shown. Error bars represent standard error (*n* = 3).^∗^*p* < 0.05; ^∗∗^*p* < 0.01.

Next, we examined PYE-dependent genes, *FRO3*, *NAS4*, and *BTS*, which are also known to be induced under iron deficiency (Long et al., 2010). The PYE-dependent genes were highly induced under iron deficient conditions in both wild type and *clf* roots, but their expression levels were comparable between both genotypes (Figure 1B). Our qRT-PCR data suggested that H3K27me3 modulates the induction of FIT-dependent genes in response to iron deficiency, whereas PYE-dependent genes are not likely to be under the control of this repression mark under iron deficient conditions. The results also revealed that H3K27me3 is not the primary factor that represses iron deficiency inducible genes under iron sufficient conditions, as neither the FIT- nor PYE-regulated genes tested were expressed in the *clf* mutant in the presence of iron (Figure 1).

### Transcriptomic Analysis of Genes Differentially Regulated by Iron in Wild Type and *clf* Roots

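The *clf* roots carry a loss-of-function allele of *CURLY LEAF* (*CLF*, AT2G23380), which encodes a histone methyltransferase of PRC2 and lies on chromosome 2 of TAIR10.1 from 9955092 to 9960386. Transcripts of *CLF* were lower in every *clf* library than in every wild type library of the same iron condition. The mean was 46.1 ± 3.21 TMM-normalized CPM (SD, n = 3) in iron sufficient and 52.4 ± 2.29 (SD, n = 3) in iron deficient wild type roots, against 13.7 ± 2.93 and 13.7 ± 1.47 (SD, n = 3) in the corresponding *clf* roots, which is 27.8% of the wild type level. The log2 fold change of *clf* over wild type was -1.75 (SE 0.17, adjusted p = 0.00341) under iron sufficiency and -1.93 (SE 0.17, adjusted p = 0.000871) under iron deficiency, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Both ends of *CLF* overlap neighbouring genes, over 58 and 22 bases.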

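Root RNA was sequenced from 4 groups, wild type and *clf* with sufficient iron (+Fe) or without it (-Fe), with 3 libraries in each group that the paper describes as biological replicates. The p-values of edgeR's tests of single genes measure the spread among these libraries. Seedlings spent 12 days on B5 medium and a further 3 days on +Fe medium, to which the paper gives 100 μM FeNa-EDTA, or on -Fe medium with 300 μM ferrozine, a chelator of iron. The sample titles instead carry the number 50 for +Fe and 0 for -Fe, with no unit, and the paper's concentrations are used here. The authors' reads, 150 bp and paired-end, were aligned to TAIR10, with TopHat2 named in the submitters' processing notes, and were counted per gene with HTSeq in union mode. Whether the counting used the strand of the read is not given in the sources used here, so levels of genes that overlap are uncertain. Overlaps are given for whole gene spans, introns included. Total counts per library ranged from 18658428 to 21508495 (median 20541711) in +Fe wild type, from 22595265 to 23382529 (median 22769475) in -Fe wild type, from 21002002 to 28281420 (median 21052462) in +Fe *clf* and from 23278283 to 25642058 (median 24074425) in -Fe *clf*. The counts of the 20168 genes that passed a filter on low counts were fitted in a single model of the 4 groups with TMM normalization, and 5 comparisons were tested, namely the iron response in each genotype, *clf* against wild type under each iron condition, and the difference between the iron responses. The library with the lowest mean correlation with the rest of its group is said to stand apart, which takes 1 library from each. These were wild type +Fe replicate 1, wild type -Fe replicate 1, *clf* +Fe replicate 2 and *clf* -Fe replicate 1, whose mean correlation with the rest of their group was 0.935, 0.935, 0.951 and 0.953, against 0.959 to 0.971 for the other 8 libraries, over 19993 genes outside Table S2. They were kept. Counts without them, an alternative chosen after the data were seen, are given for the numbers of called genes and for only some of the gene lists. Leaving out the least correlated library of each group narrows the spread by its own rule. The p-values and counts of that fit therefore do not measure the spread among all replicates.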

To get a broader sense of the impact of H3K27me3 on the expression of iron homeostasis genes, we conducted RNA-seq analysis with RNA isolated from root tissue of wild type and *clf* mutants treated under iron deficient and sufficient conditions. We identified 310 genes that were differentially up-regulated in iron deficient wild type roots and 581 genes in *clf* roots. 

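Iron deficiency raised 459 genes and lowered 431 genes in wild type roots, and raised 257 and lowered 99 in *clf* roots, at an adjusted p under 0.05 from edgeR's quasi-likelihood test. Of these, 348 and 307 in wild type and 223 and 74 in *clf* had changed by at least 2-fold. Among the largest increases were *IMA2* and *IMA1*, neighbouring genes for related peptides that promote iron uptake and that may share reads. The log2 fold change of *IMA2* was 9.41 (SE 0.38, adjusted p = 5.99e-07) in wild type and 6.30 (SE 0.30, adjusted p = 3.56e-06) in *clf*, and that of *IMA1* was 9.12 (SE 0.59, adjusted p = 1.41e-05) and 6.46 (SE 0.48, adjusted p = 6.51e-05), from the same test. At the other end stood *VTL1*, a vacuolar iron transporter-like gene, with log2 fold changes of -6.07 (SE 0.76, adjusted p = 0.002) in wild type and -4.64 (SE 0.73, adjusted p = 0.00978) in *clf*. The lists of the genotypes shared 216 raised and 89 lowered genes, where independent lists of these lengths would share 5.85 and 2.12. A further 243 genes were called higher in wild type alone and 41 in *clf* alone, and 342 and 10 were called lower, but a call in a single genotype does not show that the genotypes differ. The difference between the iron responses, tested itself, passed for 0 genes with edgeR, with 160 more positive and 160 more negative in *clf* at an unadjusted p under 0.05, and DESeq2 called 0 more positive and 3 more negative. Single libraries moved these counts. The wild type counts of raised and lowered genes were 181 and 164 without wild type +Fe replicate 2, 158 and 169 without wild type +Fe replicate 3, 186 and 133 without wild type -Fe replicate 2 and 218 and 180 without wild type -Fe replicate 3. The raised genes numbered 795 without wild type -Fe replicate 1, and the lowered genes 281 without *clf* +Fe replicate 3. The *clf* counts were 91 and 34 without *clf* +Fe replicate 1, 133 and 42 without *clf* +Fe replicate 2, 92 and 34 without *clf* +Fe replicate 3, 119 and 34 without *clf* -Fe replicate 2 and 424 and 194 without wild type -Fe replicate 1. The lowered *clf* genes numbered 48 without *clf* -Fe replicate 1, 59 without wild type +Fe replicate 2 and 151 without wild type +Fe replicate 1. DESeq2 gave 897 and 851 genes in wild type and 571 and 366 in *clf*. A fit of only the 6 libraries compared gave 237 and 177 in wild type, or 1264 and 1142 with the replicate number as a block (added after the data were seen), and 310 and 115 in *clf*. Without the 4 libraries that stand apart the counts were 2798 and 2672 in wild type and 1790 and 1133 in *clf*.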

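Known components of the iron deficiency response rose in both genotypes. Of 20 regulators that act upstream of or beside FIT, 11 rose in wild type (11 adjusted over the list alone) and 11 in *clf* (13 adjusted over the list alone), and the 11 genes were *bHLH38*, *bHLH39*, *bHLH100*, *bHLH101*, *IMA1*, *IMA2*, *IMA3*, *BTS*, *BTSL1*, *BTSL2* and *PYE* in each. *NAS4*, a nicotianamine synthase gene, rose by a log2 fold change of 6.22 (SE 0.40, adjusted p = 1.29e-05) in wild type and 5.42 (SE 0.38, adjusted p = 4.33e-05) in *clf*, from edgeR's quasi-likelihood test. *OPT3*, which encodes a phloem transporter of iron, rose by 5.31 (SE 0.41, adjusted p = 5.38e-05) and 4.16 (SE 0.39, adjusted p = 0.000336) from the same test. Among 33 genes of metal transport and nicotianamine synthesis, 10 rose and 5 fell in wild type (19 and 6 adjusted over the list alone, and also with DESeq2). In *clf* 14 rose and 4 fell (22 and 6 adjusted over the list alone, 21 and 5 with DESeq2). The genes that fell in wild type were *IRT3*, *ZIP1*, *ZIP4*, *ZIP5* and *FPN1*, of which the first 4 also fell in *clf* (named after their values were seen). Most of these encode transporters linked to zinc or to export of metals. In *clf*, *ZIP5* had a log2 fold change of -3.33 (SE 0.51, adjusted p = 0.00848) and *IRT3* of -2.87 (SE 0.34, adjusted p = 0.00162). Of the 44 tested genes that the paper names, a list that is not independent evidence, 23 rose and 3 (*FER1*, *FER4* and *SWN*) fell in wild type (33 and 4 adjusted over the list alone), and 27 rose and 2 (*FER1* and *FER4*) fell in *clf* (35 and 3). Against all other genes, the regulators (camera adjusted p = 2.04e-42 in wild type and 2.77e-54 in *clf*) and the metal transport genes (9.81e-14 and 8.49e-26) were shifted upwards. With an estimated correlation the metal transport call ended in wild type (adjusted p = 0.101 with an estimated correlation) and held in *clf* (adjusted p = 0.0283 with an estimated correlation). The metal transport genes lay below their group's mean in each library that stands apart, by a median log2 deviation of -0.89 in wild type +Fe replicate 1, -0.90 in wild type -Fe replicate 1, -0.33 in *clf* +Fe replicate 2 and -0.13 in *clf* -Fe replicate 1. Of this list, 16 genes rose in wild type without wild type -Fe replicate 1. In *clf* the number was 7 without +Fe replicate 1, 9 without +Fe replicate 2, 8 without +Fe replicate 3 and 8 without -Fe replicate 2 of that genotype.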

As expected, the list of iron-regulated genes included the well-established iron homeostasis genes and other genes previously identified to be regulated by iron (Figure 2, 3 and Supplementary Table S2). 

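Under iron deficiency the mean level of *FIT* (AT2G28160), the bHLH transcription factor that controls iron acquisition, was 118 ± 76.5 CPM in wild type and 200.4 ± 74.4 CPM in *clf* (SD, n = 3 each). *FRO2*, the ferric chelate reductase gene, stood at 2270 ± 1395 CPM in wild type and 3490 ± 437 CPM in *clf*, and *IRT1*, the main iron transporter gene of the root surface, at 2626 ± 1498 and 3610 ± 618 CPM (SD, n = 3 each). None of these differences passed the test. The log2 fold change of *clf* over wild type was 0.76 (SE 0.60, adjusted p = 0.79) for *FIT*, 0.62 (SE 0.90, adjusted p = 0.885) for *FRO2* and 0.46 (SE 0.93, adjusted p = 0.914) for *IRT1*, from edgeR's quasi-likelihood test. In this condition the deviations of same-numbered libraries were correlated (0.448, 0.541 and 0.165), but replicate 3 correlated more with another number (0.306). Within these pairs, *FIT* was higher in *clf* each time (30.1 and 127.7, 156 and 276.4, and 168.4 and 197.1 CPM in wild type and *clf*), and *FRO2* in replicates 1 and 2 but not in replicate 3 (3273 and 3237 CPM). With the replicate number as a block, *FIT* did not pass the test either (log2 fold change 0.941, adjusted p = 0.611). Of the 90 FIT-dependent genes of Table S2, 77 had a positive log2 fold change of *clf* over wild type, with a median of 0.385, against 49 of the 85 PYE-dependent genes, with a median of 0.07. Among the PYE-dependent genes, *BTS* had a mean of 586 ± 47.4 CPM in wild type and 632 ± 303 CPM in *clf* (SD, n = 3 each). With edgeR, 0 FIT-dependent genes passed the test on their own, while 7 were higher and 1 was lower at an unadjusted p under 0.05 and DESeq2 called 2 higher. Of the PYE-dependent genes, edgeR called *GSTU20* lower in *clf* and 0 higher, with 4 higher and 10 lower at an unadjusted p under 0.05, and DESeq2 called 2 lower. As a set, the FIT-dependent genes were higher in *clf* (camera adjusted p = 2.12e-07), but the call ended with an estimated correlation between genes (adjusted p = 0.723 with an estimated correlation). Their median moved between 0.02 without wild type -Fe replicate 1 and 0.67 without wild type -Fe replicate 3. Without *clf* -Fe replicate 1, edgeR called 2 FIT-dependent genes higher. Without the 4 libraries that stand apart, *FIT* had a log2 fold change of 0.54 and passed the test (adjusted p = 0.023). Leaving them out narrows the spread by the rule that picked them, which favours a small p. In that fit 15 FIT-dependent genes were called higher and 6 lower in *clf*, and 12 and 14 PYE-dependent genes.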

Alignment of the read counts with the FIT-dependent iron deficiency response genes revealed greater induction of these genes in *clf* than in wild type in iron deficient conditions (Figure 2A), while PYE-dependent iron deficiency response genes were comparably induced between wild type and *clf* under iron deficiency (Supplementary Figure S2). Additionally, it is notable that even under iron sufficient conditions, the read counts for genes in the FIT pathway were consistently higher in *clf* compared to wild type, as opposed to PYE-dependent genes, for which the relative read counts in wild type and *clf* were variable (Supplementary Figure S3). This suggests that H3K27me3 takes part in repressing FIT-dependent iron acquisition genes under iron sufficient conditions. 

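Under iron sufficiency *FIT* stood at 30.4 ± 16.0 CPM in wild type and 40.1 ± 11.1 CPM in *clf* (SD, n = 3 each), whereas the means of *FRO2* (167.5 ± 121 and 85.4 ± 69.3 CPM) and *IRT1* (235.5 ± 173 and 161 ± 143 CPM) were lower in *clf* (SD, n = 3 each). None of these differences passed the test. Their log2 fold changes were 0.40 (SE 0.61, adjusted p = 1) for *FIT*, -0.97 (SE 0.91, adjusted p = 1) for *FRO2* and -0.55 (SE 0.93, adjusted p = 1) for *IRT1* from edgeR's quasi-likelihood test. Among the FIT-dependent genes, 43 of 90 had a positive log2 fold change of *clf* over wild type, with a median of -0.03. Among the PYE-dependent genes it was 52 of 85, with a median of 0.05. With edgeR, 0 FIT-dependent genes passed the test, with 1 higher and 1 lower at an unadjusted p under 0.05, and DESeq2 called 0. Of the PYE-dependent genes, edgeR called 0, with 4 higher and 4 lower at an unadjusted p under 0.05, and DESeq2 called 1 higher and 1 lower. As sets, neither the FIT-dependent genes (camera adjusted p = 0.89) nor the PYE-dependent genes (camera adjusted p = 0.649) were shifted against all other genes. The FIT-dependent median ranged from -0.23 without wild type +Fe replicate 1 to 0.15 without wild type +Fe replicate 3, and so took either sign. *FRO2* passed the test, as lower in *clf*, only without the 4 libraries that stand apart (log2 fold change -0.95, adjusted p = 0.0145). In that fit 3 FIT-dependent genes were called higher and 11 lower in *clf*, and 4 and 9 PYE-dependent genes.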

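In the iron sufficient *clf* libraries *FIT* lay between 27.5 and 48.3 CPM and *IRT1* between 16.8 and 303.3 CPM, and in the iron deficient *clf* libraries between 127.7 and 276.4 CPM and between 3047 and 4271 CPM. *MYB72*, a transcription factor gene of the coumarin response, averaged 0.062 CPM in iron sufficient *clf*. Over the 90 FIT-dependent genes, the median log2 CPM of a library lay at 3.54 to 3.93 in the +Fe *clf* libraries and at 5.86 to 6.37 in the -Fe *clf* libraries. Another annotated gene overlaps *MYB72* over 829 bases.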

The overall read counts of these genes in iron-sufficient *clf* are still low; this signifies that iron-dependent upstream regulators are necessary to fully induce FIT-regulated iron acquisition genes, and explains why the small, yet significant changes were not detectable from our initial qRT-PCR analysis (Figure 1).

**FIGURE 2:**
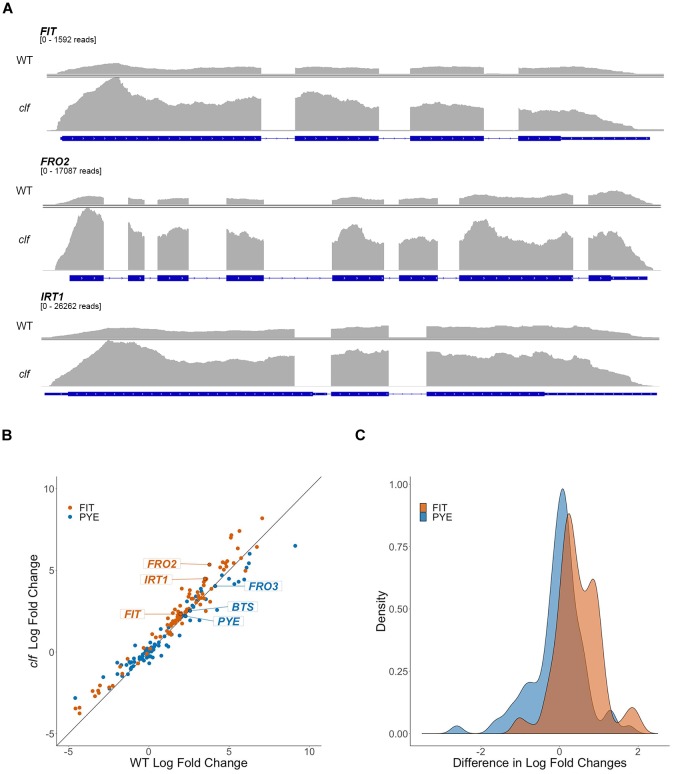
Differential regulation by iron of FIT-dependent iron acquisition genes in *clf* compared to wild type. **(A)** RNA-seq read count histograms of FIT-dependent iron acquisition genes in wild type and *clf* under iron deficiency. Gene diagrams depict introns (line) and exons (boxes) and are aligned with read counts. The read count range, denoted below the gene name, were scaled to the maximum number of reads obtained in *clf*. Read count scale is equivalent for wild type and *clf* within each gene. **(B)** Scatter plot of log2 fold change in *clf* over wild type. y = x line represents non-differential induction of iron acquisition genes between wild type and *clf*. **(C)** Density histogram of differentially induced FIT- and PYE-dependent iron acquisition genes between wild type and *clf*.

**FIGURE 3:**
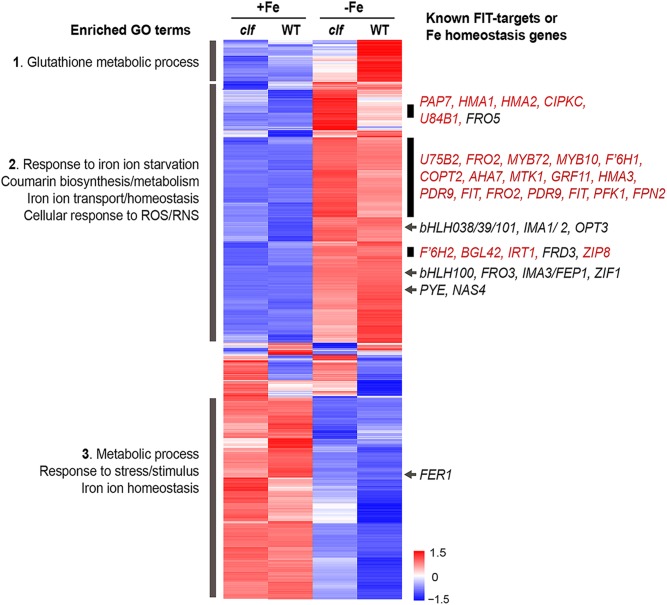
Cluster analysis of genes differentially regulated by iron in wild type and *clf* roots. Heat map of genes differentially regulated by iron in wild type or *clf* root tissue. Enriched GO terms and known iron homeostasis genes or FIT-regulated genes (red) in the subsets highlighted are indicated. Numbers on the scale bar represent standard deviation from the mean.

To visualize the differential expression of multiple FIT- and PYE-dependent iron responsive genes in *clf* compared to wild type, we plotted log2 fold change of *clf* over the log2 fold change of wild type for these genes, along with the line y = x (Figure 2B). The fold changes were calculated based on RNA-seq read counts in iron deficient conditions compared to iron sufficient conditions for both wild type and *clf*, and log2-transformation was conducted to obtain approximately normal distributions (Figure 2C). We observed a clear trend of FIT-dependent genes more often showing higher fold changes in *clf* than in wild type from the scatter plot and density plot (Figure 2B,C). Thus, we performed a randomization test to estimate the null distribution of the proportion of FIT-target genes that were more robustly expressed in *clf* than in wild type. This null distribution was then compared to the observed proportion FIT-dependent genes with a higher fold induction in clf than in wild type under iron deficiency. 

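The log2 fold change for iron deficiency was higher in *clf* than in wild type for 76 of the 90 FIT-dependent genes. This is 84.4% (95% Wilson interval 75.6 to 90.5%), against 46 of the 85 PYE-dependent genes, or 54.1% (43.6 to 64.3%). A higher value is a more positive response, not always a larger one. It includes genes that fell less in *clf*, such as *FER1* (-4.59 in wild type and -3.46 in *clf*) and the PYE-dependent *VTL5* (-4.60 and -2.82). The median log2 fold change of the FIT-dependent genes was 1.98 in wild type and 2.42 in *clf*, and that of the PYE-dependent genes 0.15 and 0.16. Gene by gene, the response in *clf* minus that in wild type had a median of 0.39 (quartiles 0.17 and 0.89) for the FIT-dependent and 0.06 (quartiles -0.25 and 0.27) for the PYE-dependent genes. In the test of this difference on all 12 libraries, edgeR called 0 genes in each list, while at an unadjusted p under 0.05 there were 3 FIT-dependent genes with a more positive and 6 PYE-dependent genes with a more negative response in *clf*, and DESeq2 called 0 in each list. The 8 libraries without the 4 that stand apart gave 11 FIT-dependent genes with a more positive and 1 with a more negative response in *clf*, and 7 and 6 PYE-dependent genes. As a set, the FIT-dependent genes had a more positive response in *clf* than all other genes (camera adjusted p = 4.67e-09), a call that ended with an estimated correlation (adjusted p = 0.675 with an estimated correlation). In the 4 libraries that stand apart, the FIT-dependent genes lay below the mean of their group, by a median log2 deviation of -0.95 in wild type +Fe replicate 1, -1.18 in wild type -Fe replicate 1, -0.34 in *clf* +Fe replicate 2 and -0.35 in *clf* -Fe replicate 1. Replicates of a group differed in the median log2 CPM of the FIT-dependent genes with an SD of 0.70, and in that of the PYE-dependent genes with an SD of 0.15. The median difference of the FIT-dependent genes was 0.14 without wild type -Fe replicate 1, 0.25 without wild type +Fe replicate 2, 0.59 without wild type -Fe replicate 2, 0.67 without wild type -Fe replicate 3 and 0.69 without wild type +Fe replicate 1.

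**Figure D1:**
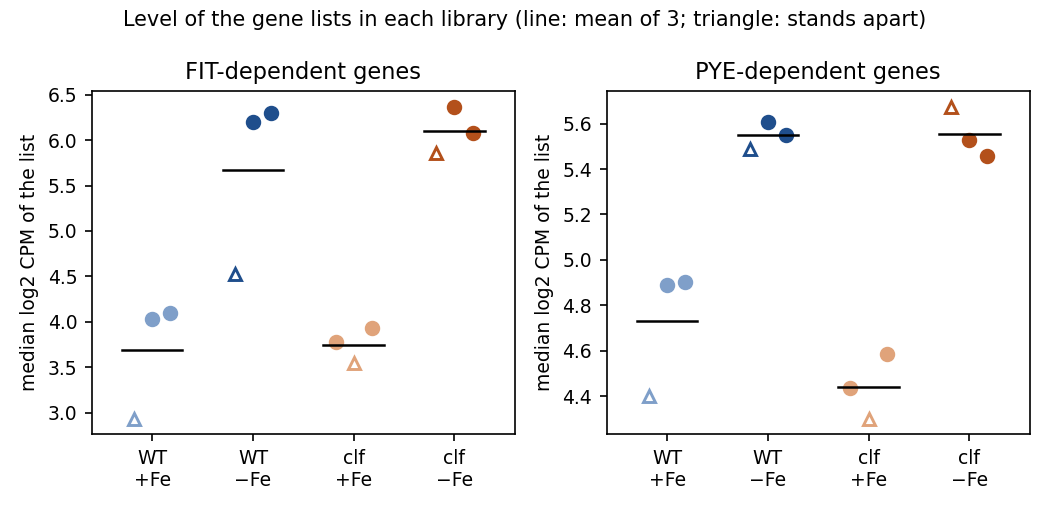
Median log2 CPM of the 90 FIT-dependent and the 85 PYE-dependent genes in each of the 12 libraries, by genotype and iron condition. Triangles mark the 4 libraries that stand apart and black lines the mean of 3 libraries. In wild type -Fe the FIT-dependent median is 4.53 in replicate 1 and 6.20 and 6.29 in the others.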

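The share of genes with a more positive iron response in *clf* was 30.3 percentage points higher among the FIT-dependent than among the PYE-dependent genes. When the list labels were permuted among the genes of both lists, no resample gave a difference as large (permutation test with 100000 resamples, 2-sided, p = 1e-05, the smallest p they can give). Permuting genes takes them as independent, whereas FIT-dependent genes varied together between libraries (estimated correlation 0.507), so this p does not cover the spread between replicates. Among the genes raised by iron deficiency in either genotype, the share was 86% for the 43 FIT-dependent and 33.3% for the 24 PYE-dependent ones. Without wild type -Fe replicate 1 alone the shares were 54.4% and 47.1%, and the call ended (permutation p = 0.36 over 10000 resamples). Without any other single library the FIT-dependent share stayed between 68.9% and 92.2%. Without the 4 libraries that stand apart, of which that library is 1, the shares were 77.8% and 45.9%, and the call held (permutation p = 1e-04, the smallest p that 10000 resamples can give).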

Based on the randomization test, FIT-target genes were more likely to have higher log fold changes in *clf* compared to PYE-dependent genes (*p* < 0.001; Figure 2B,C). Additionally, the induction of FIT-dependent transcripts in *clf* compared to wild type was generally more drastic than that of PYE-dependent transcripts (Mann-Whitney U test, *p* < 0.001). For example, under iron deficiency, expression of FIT-dependent genes such as *FIT*, *FRO2*, and *IRT1* were each approximately 3.9, 13.7, and 11.3-fold induced in wild type, whereas their transcript levels were each approximately 5.0, 40.8, and 22.4-fold induced in *clf* roots (Supplementary Table S2). On the other hand, fold change inductions of PYE-dependent genes were similar between the two genotypes, with transcript levels of *PYE*, *BTS*, and *FRO3* about 4.9, 5.9, and 17.5 times higher in wild type under iron deficiency and 4.6, 5.7, and 16.4 times higher in *clf* under iron deficiency respectively (Supplementary Table S2).

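Ranked by the response in *clf* minus that in wild type, the FIT-dependent genes stood above the PYE-dependent genes (Mann-Whitney U = 5658, p = 1e-05 by permutation of the list labels with 100000 resamples, 2-sided, the smallest p they can give). The U test, like the share, takes genes as independent, and its call ended without wild type -Fe replicate 1 alone (permutation p = 0.22 over 10000 resamples). It held without the 4 libraries that stand apart, of which that library is 1 (permutation p = 1e-04, the smallest p that 10000 resamples can give). From the share, the ranks and its clustering, the paper reasons that iron deficiency induces the FIT-dependent genes more strongly in *clf*. Together with its qRT-PCR data, also from another *clf* allele, it proposes that H3K27me3 attenuates their induction. It further draws on ChIP-qPCR of H3K27me3 at *FIT*, *FRO2* and *IRT1* and on growth under low iron.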

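*FIT*, *FRO2* and *IRT1* had higher means under iron deficiency in both genotypes, and of the 6 tests on all 12 libraries only *FRO2* in *clf* passed with edgeR. *FIT* (AT2G28160, chromosome 2 of TAIR10.1 from 12004658 to 12006276) was 3.89-fold higher in wild type (log2 fold change 1.96, SE 0.62, adjusted p = 0.113) and 4.99-fold higher in *clf* (2.32, SE 0.63, adjusted p = 0.106), as ratios of mean CPM with edgeR's quasi-likelihood test. *FRO2* (AT1G01580, chromosome 1 from 208995 to 213082) was 13.6-fold higher in wild type (3.76, SE 1.00, adjusted p = 0.0635) and 40.9-fold higher in *clf* (5.35, SE 1.08, adjusted p = 0.0333). *IRT1* (AT4G19690, chromosome 4 from 10707344 to 10709015) was 11.2-fold higher in wild type (3.48, SE 1.03, adjusted p = 0.0898) and 22.5-fold higher in *clf* (4.49, SE 1.08, adjusted p = 0.071). Its neighbour *IRT2* is a paralog that may share reads with it. The *clf* response minus the wild type response was 0.36 (SE 0.85) for *FIT*, 1.59 (SE 1.28) for *FRO2* and 1.01 (SE 1.32) for *IRT1* on the log2 scale, each with an adjusted p of 1 from edgeR's quasi-likelihood test. That of *FRO2* passed without the 4 libraries that stand apart (1.188, adjusted p = 0.0303). Replicates differed widely. In -Fe wild type, *FIT* stood at 30.1 CPM in replicate 1 and at 156 and 168.4 CPM in the others, so that replicate 1 lay below 2 of the +Fe libraries. For iron in wild type the deviations of same-numbered libraries were correlated, though those of replicates 2 and 3 nearly as much with another number. Within same-numbered pairs *FIT* rose each time, from 11.98 to 30.1, from 40.9 to 156 and from 38.2 to 168.4 CPM. With only the 6 wild type libraries and the replicate number as a block, a setting chosen after the data were seen, edgeR called *FIT* (log2 fold change 1.813, adjusted p = 0.00475), *FRO2* (3.978, adjusted p = 0.00154) and *IRT1* (3.788, adjusted p = 0.00638) in wild type, which the block in the fit of all 12 libraries did not (0.0731, 0.0659 and 0.0823). *FRO2* in +Fe *clf* stood at 98.2, 10.6 and 147.5 CPM. Without wild type -Fe replicate 1, *FIT* passed the test in wild type (adjusted p = 0.0169) and in *clf* (0.0241), and its difference of responses turned to -0.10. *FRO2* passed in wild type without that library (0.0383) and without *clf* +Fe replicate 2 (0.027), *IRT1* in wild type without *clf* +Fe replicate 2 (0.0365) and in *clf* without wild type +Fe replicate 1 (0.0379). The *FRO2* call in *clf* held without wild type +Fe replicate 1 or wild type -Fe replicate 1 and ended without any of the other 10 libraries (adjusted p from 0.0534 to 0.14), as it did with no filter on low counts (0.0636). DESeq2 called all 3 genes in wild type (adjusted p = 0.00883 for *FIT*, 0.00264 for *FRO2* and 0.00924 for *IRT1*). In *clf* it called *FIT* (0.00181) and *IRT1* (0.000459) as well, and *FRO2* kept its call. In the 8 libraries without the 4 that stand apart edgeR called *FIT* (1.4e-07), *FRO2* (6.36e-08) and *IRT1* (9.64e-05) in wild type and *FIT* (4.29e-08) and *IRT1* (7.94e-05) in *clf*, and with those 4 libraries as a term in the model these tests passed too (adjusted p from 0.00159 to 0.00464). The *FRO2* call in *clf* also held in both of these fits.

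**Figure D2:**
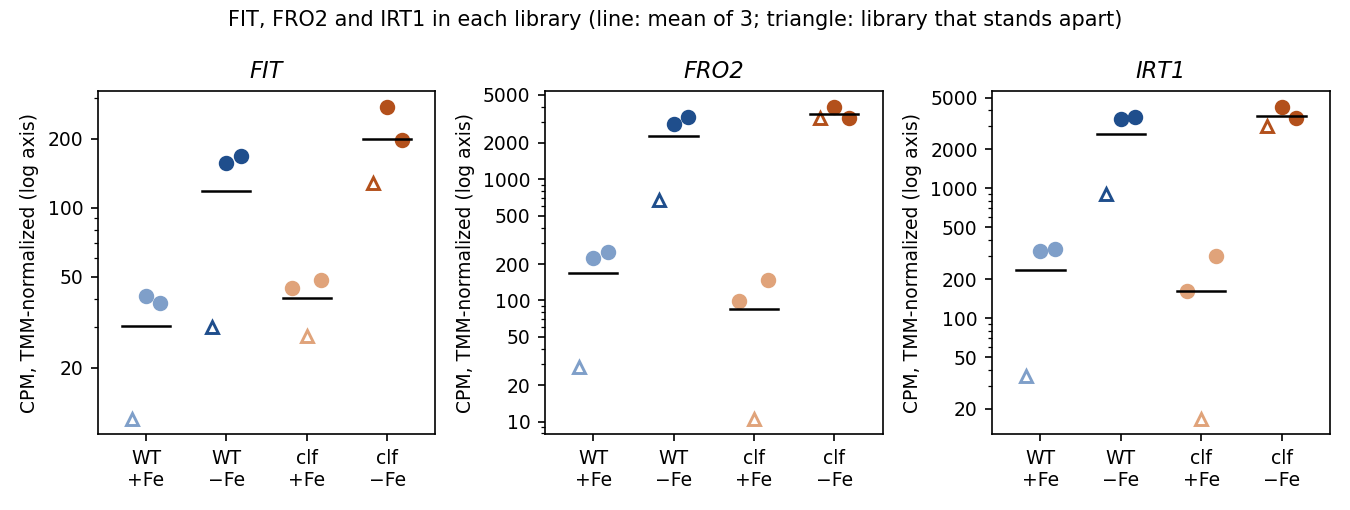
CPM of *FIT*, *FRO2* and *IRT1* in each library on a log axis, by genotype and iron condition. Triangles mark the 4 libraries that stand apart and black lines the mean of 3 libraries. *FRO2* lies between 10.6 and 147.5 CPM in iron sufficient *clf* and between 3237 and 3994 CPM in iron deficient *clf*.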

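*PYE*, *BTS* and *FRO3* rose under iron deficiency in both genotypes by similar ratios. *PYE* (AT3G47640, chromosome 3 of TAIR10.1 from 17567126 to 17569394), a bHLH transcription factor gene, rose from 6.38 ± 1.47 to 30.8 ± 4.51 CPM in wild type and from 5.73 ± 0.81 to 26.2 ± 3.64 CPM in *clf* (SD, n = 3 each). Its log2 fold change was 2.27 (SE 0.21, adjusted p = 0.000204) in wild type and 2.19 (SE 0.21, adjusted p = 0.000336) in *clf*, from edgeR's quasi-likelihood test. *BTS* (AT3G18290, chromosome 3 from 6273966 to 6280562), which encodes an E3 ligase that restrains the iron response, rose by 2.55 (SE 0.34, adjusted p = 0.00266) and 2.52 (SE 0.34, adjusted p = 0.00355). *FRO3* (AT1G23020, chromosome 1 from 8149868 to 8153796), a ferric reductase gene, rose by 4.12 (SE 0.44, adjusted p = 0.000713) and 4.04 (SE 0.44, adjusted p = 0.00102) from the same test, and overlaps its neighbour over 24 bases. The ratios of mean CPM in wild type and *clf* were 4.83 and 4.57 for *PYE* and 5.85 and 5.74 for *BTS*, and *FRO3* went from 36.8 ± 16.6 to 639 ± 164 CPM and from 42.3 ± 16.5 to 694 ± 130 CPM (SD, n = 3 each). The *clf* response minus the wild type response was -0.08 (SE 0.28) for *PYE*, -0.03 (SE 0.46) for *BTS* and -0.08 (SE 0.55) for *FRO3*, each with an adjusted p of 1, and no call of the 3 genes ended when any 1 library was left out. The sign of these 3 differences was not settled, since leaving out single libraries gave values up to 0.10 for *PYE* (without wild type +Fe replicate 2), 0.21 for *BTS* (without *clf* -Fe replicate 3) and 0.25 for *FRO3* (without wild type +Fe replicate 1).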

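Iron deficiency changed 941 genes in wild type or *clf* roots, of which 500 were higher and 441 lower, and 305 were called in both genotypes. The number was 418 without wild type +Fe replicate 2, 422 without wild type +Fe replicate 3, 425 without wild type -Fe replicate 2, 497 without wild type -Fe replicate 3, 617 without *clf* +Fe replicate 3 and 1491 without wild type -Fe replicate 1. DESeq2 called 1949, and 6282 were called without the 4 libraries that stand apart.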

We conducted a hierarchical clustering analysis with 1021 genes that were differentially regulated by iron in wild type or *clf* roots. 

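Of the 941 genes changed by iron deficiency in either genotype, 936 (99.5%) had a log2 fold change of the same sign in both, and no gene was called higher in one genotype and lower in the other. *NAS4*, *IMA1* and the ferritin gene *FER1* are examples that passed the test with the same sign in each. Of the 500 raised genes, 166 (33.2%) had the larger log2 fold change in *clf*. With 459 raised genes called in wild type and 257 in *clf*, this selection favours larger values in wild type, so the share does not show that response sizes differed. In the test of that difference edgeR called 0 genes, with 160 more positive and 160 more negative in *clf* at an unadjusted p under 0.05, and DESeq2 called 3 more negative. EdgeR called 348 more positive and 103 more negative without the 4 libraries that stand apart.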

Genes differentially regulated in response to iron in the roots exhibited generally consistent expression patterns regardless of the genotype (Figure 3). 

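Of 38 genes for glutathione S-transferases and glutathione synthesis, 3 rose (*GSTU22*, *GSTU24* and *GSTU25*) and 2 fell (*GSTF3* and *GSH1*) under iron deficiency in wild type (5 and 4 adjusted over the list alone), and *GSH1* fell in *clf* (1 adjusted over the list alone). *GSTU25* stood at 81.3 ± 20.3 CPM in +Fe and 472 ± 110 CPM in -Fe wild type, and at 72.3 ± 25.8 and 176 ± 145.5 CPM in *clf* (SD, n = 3 each). It rose in wild type by a log2 fold change of 2.54 (SE 0.55, adjusted p = 0.0268 from edgeR's quasi-likelihood test) and has a tandem paralog, *GSTU24*, that may share reads and was named after its values were seen. *GSH1*, which encodes the first enzyme of glutathione synthesis, fell by 1.14 on the log2 scale in wild type (SE 0.15, adjusted p = 0.00246) and by 0.83 in *clf* (SE 0.15, adjusted p = 0.0192), from 358 ± 45.1 to 163 ± 15.8 CPM and from 354 ± 18.4 to 199 ± 25.6 CPM (SD, n = 3 each). *GSTU20* was lower in *clf* than in wild type under iron deficiency, at 7.01 against 25.7 CPM (log2 fold change -1.87, SE 0.26, adjusted p = 0.0199), and was the only member called between the genotypes under that condition (1 higher and 2 lower adjusted over the list alone). The list as a whole was not shifted by iron in wild type (camera adjusted p = 0.551) or in *clf* (0.452). It was lower in iron deficient *clf* than in wild type (camera adjusted p = 0.0295), a call lost with an estimated correlation (adjusted p = 0.723 with an estimated correlation). The *GSTU25* call ended without wild type +Fe replicate 1 (adjusted p = 0.0762), 2 (0.0865) or 3 (0.104) and without wild type -Fe replicate 2 (0.0733) or 3 (0.0633). The *GSH1* call in *clf* ended without *clf* +Fe replicate 1 (0.0648), 2 (0.0576) or 3 (0.07) and without *clf* -Fe replicate 1 (0.0688) or 2 (0.0529). The *GSTU20* call ended without wild type -Fe replicate 2 (0.0936) or 3 (0.101), *clf* +Fe replicate 1 (0.0521) or *clf* -Fe replicate 3 (0.141), and with the replicate number as a block (0.0543, and 0.139 with only the 6 libraries compared). Raised members in wild type numbered 1 without +Fe replicate 2 and 0 without +Fe replicate 3 or -Fe replicate 2 or 3, and lowered members 1 without any of these 4.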

From the heat map generated by the cluster analysis, we noted a region of genes that were more robustly repressed under iron sufficient conditions and expressed less under iron deficient conditions in *clf* than in wild type; this group was enriched with genes involved in glutathione metabolism (Figure 3, Group 1). Among the genes highly expressed in iron sufficient conditions but downregulated under iron deficiency, genes involved in metabolism, stress responses, and iron homeostasis were over-represented (Figure 3, Group 3). 

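The genes that store iron fell under iron deficiency. Of 8 ferritin, *VIT1* and vacuolar iron transporter-like genes, 8 fell in wild type (8 adjusted over the list alone) and 4 in *clf* (8 adjusted over the list alone), the 4 being *FER1*, *FER2*, *FER4* and *VTL1*. *FER1* (AT5G01600, chromosome 5 of TAIR10.1 from 227953 to 230051) went from 65.8 ± 12.1 to 2.74 ± 0.31 CPM in wild type and from 29.9 ± 1.06 to 2.72 ± 2.02 CPM in *clf* (SD, n = 3 each). Its log2 fold change was -4.59 (SE 0.50, adjusted p = 0.000821) in wild type and -3.46 (SE 0.48, adjusted p = 0.00444) in *clf*, from edgeR's quasi-likelihood test. *FER4* (AT2G40300, chromosome 2 from 16831109 to 16833294) went from 11.5 ± 3.71 to 0.57 ± 0.28 CPM and from 8.41 ± 1.5 to 0.62 ± 0.29 CPM (SD, n = 3 each), with log2 fold changes of -4.31 (SE 0.42, adjusted p = 0.000338) and -3.76 (SE 0.41, adjusted p = 0.000937). *FER2* fell by 3.52 (SE 0.32, adjusted p = 0.000204) and 3.22 (SE 0.32, adjusted p = 0.000427) on the log2 scale, and *VTL5* fell by 4.60 (SE 0.68, adjusted p = 0.00464) in wild type. As a set the 8 genes were shifted downwards in both genotypes (camera adjusted p = 9.57e-27 and 1.27e-23). The *clf* response minus the wild type response was 1.12 (SE 0.63) for *FER1* and 0.55 (SE 0.56) for *FER4*, each with an adjusted p of 1, and *FER1* passed this test only without the 4 libraries that stand apart (1.395, adjusted p = 0.0147). In wild type the number of lowered storage genes was 5 without -Fe replicate 2 or -Fe replicate 3. Another annotated gene overlaps *FER1* over 1334 bases, which leaves its own level uncertain, and *FER4* overlaps a neighbour over 118 bases.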

Within this group are *FER1* and *FER4*, which encodes ferritins that bind to iron to prevent iron-induced cytotoxicity (Ravet et al., 2009).

In addition, we identified a group of genes up-regulated under iron deficiency but down-regulated under iron sufficient conditions (Figure 3, Group 2). This group was enriched with genes iron deficiency response genes, such as those that participate in coumarin synthesis and iron uptake, as well as genes involved in responding to reactive oxygen/nitrogen species (ROS/RNS). 

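Of 16 genes of coumarin synthesis and secretion, 11 rose in wild type (15 adjusted over the list alone) and 11 in *clf* (15 adjusted over the list alone). *MYB72* (AT1G56160, chromosome 1 of TAIR10.1 from 21022384 to 21023587) rose from 0.091 to 12.0 ± 6.57 CPM (SD, n = 3) in wild type, by a log2 fold change of 6.92 (SE 0.84, adjusted p = 0.00165), and by 8.19 (SE 0.89, adjusted p = 0.00102) in *clf*, from edgeR's quasi-likelihood test. *MYB10*, its paralog, rose by 4.82 (SE 0.63, adjusted p = 0.00268) and 5.21 (SE 0.64, adjusted p = 0.00232). Other annotated genes overlap *MYB72* over 829 bases and *MYB10* over 340 bases. *F6'H1*, the hydroxylase that commits to coumarin synthesis, went from 141 ± 86 to 1219 ± 732 CPM in wild type and from 162 ± 20.4 to 1567 ± 177 CPM in *clf* (SD, n = 3 each), with log2 fold changes of 3.11 (SE 0.62, adjusted p = 0.0191) and 3.27 (SE 0.62, adjusted p = 0.027). *BGLU42*, a glucosidase gene for coumarin release, rose by 3.02 (SE 0.42, adjusted p = 0.00349) and 3.66 (SE 0.43, adjusted p = 0.00166) from the same test. Against all other genes the list was shifted upwards in wild type (camera adjusted p = 7.84e-22) and in *clf* (6.27e-37). With an estimated correlation the call ended in wild type (adjusted p = 0.0761 with an estimated correlation) and held in *clf* (adjusted p = 0.0181 with an estimated correlation). The coumarin genes lay below their group's mean in the libraries that stand apart, by a median log2 deviation of -0.60 in wild type +Fe replicate 1, -1.19 in wild type -Fe replicate 1, -0.34 in *clf* +Fe replicate 2 and -0.21 in *clf* -Fe replicate 1. In wild type the count was 6 without +Fe replicate 2 and 5 without +Fe replicate 3, -Fe replicate 2 or -Fe replicate 3, and in *clf* 3 without +Fe replicate 1, 4 without +Fe replicate 2, 3 without +Fe replicate 3 and 3 without -Fe replicate 2. The wild type *F6'H1* call ended without +Fe replicate 2 (adjusted p = 0.0613) or 3 (0.0606) or -Fe replicate 2 (0.0708) or 3 (0.0681), and the *clf* call without +Fe replicate 1 (0.113), 2 (0.107) or 3 (0.117) or -Fe replicate 1 (0.0623) or 2 (0.0922).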

Within this group, we noted subsets of genes that had markedly higher levels of transcripts in the *clf* mutant than in wild type (Figure 3). These subsets included a high proportion of FIT-dependent genes; about 24% of genes, i.e., 45 out of 191 genes, from this category were previously identified to be regulated by FIT (Colangelo and Guerinot, 2004; Mai et al., 2016). 

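FIT-dependent genes made up 43 of the 500 genes raised by iron deficiency in either genotype, and 37 of these 43 (86%) had the larger log2 fold change in *clf*, against 129 of the 457 other raised genes (28.2%). Over all 12 libraries, larger responses in *clf* were more frequent among FIT-dependent genes (Fisher's exact test over genes, odds ratio 15.6, p = 8.81e-14), a test that takes genes as independent. Its selection favours larger values in wild type, since 243 genes were called higher in wild type alone and 41 in *clf* alone. Among genes raised in both genotypes, the shares were 88.9% of 36 FIT-dependent and 45.6% of 180 other genes. Over all 90 FIT-dependent genes the share with a more positive response in *clf* fell from 84.4% to 54.4% without wild type -Fe replicate 1. There the contrast with the PYE-dependent genes ended (permutation p = 0.36). Of all 90 FIT-dependent genes, 39 rose and 10 fell in wild type (67 and 14 adjusted over the list alone, 61 and 13 with DESeq2). In *clf* 40 rose and 8 fell (68 and 11 adjusted over the list alone, 62 and 9 with DESeq2). The genes that fell include *FER1*, *FER4*, *HEMA1* and *SAPX* in both genotypes. *HEMA1* acts in tetrapyrrole synthesis and *SAPX* encodes an ascorbate peroxidase, and both were named after their values were seen. As a set the list was shifted upwards in wild type (camera adjusted p = 3.93e-25) and in *clf* (1.56e-54). With an estimated correlation the call ended in wild type (adjusted p = 0.15 with an estimated correlation) and held in *clf* (adjusted p = 0.0333 with an estimated correlation). Of the 8 iron acquisition genes that Table 1 gives as H3K27me3 targets, *F6'H1* and *IRT2* rose in wild type (8 adjusted over the list alone) and *FRO2*, *FRD3*, *F6'H1*, *UGT72E1* and *IRT2* in *clf* (8 adjusted over the list alone), and DESeq2 called 8 in each genotype. These 8 targets were shifted upwards in wild type (camera adjusted p = 2.07e-10, adjusted p = 0.0964 with an estimated correlation) and in *clf* (camera adjusted p = 5.53e-19, adjusted p = 0.0243 with an estimated correlation). They deviated by -1.30, -1.36, -0.54 and -0.11 (median log2) in wild type +Fe replicate 1, wild type -Fe replicate 1, *clf* +Fe replicate 2 and *clf* -Fe replicate 1, the libraries that stand apart. Raised FIT-dependent genes in wild type numbered 22 without +Fe replicate 2, 20 without +Fe replicate 3 and 23 without -Fe replicate 2 or 3. In *clf*, 18 rose and 2 fell without +Fe replicate 1, 26 and 5 without +Fe replicate 2, 21 and 2 without +Fe replicate 3 and 23 and 3 without -Fe replicate 2. Raised targets of Table 1 in wild type numbered 7 without wild type -Fe replicate 1, 4 without *clf* +Fe replicate 2 and 1 without wild type +Fe replicate 2 or 3 or wild type -Fe replicate 2 or 3. In *clf* their number was 0 without *clf* +Fe replicate 1, 1 without *clf* +Fe replicate 2 or 3 or *clf* -Fe replicate 2, 2 without *clf* -Fe replicate 1, and 3 without *clf* -Fe replicate 3, wild type +Fe replicate 2 or 3 or wild type -Fe replicate 2 or 3.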

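Of the 85 PYE-dependent genes, 23 rose and 4 fell under iron deficiency in wild type (31 and 12 adjusted over the list alone). In *clf* 22 rose (27 higher and 7 lower adjusted over the list alone), and edgeR called 0 lower, with 10 lower at an unadjusted p under 0.05 and 4 lower with DESeq2. Those that fell in wild type were *COR413-PM1*, *CYP705A19*, *VTL5* and *LHCA4*, the first 2 named after their values were seen. *NAS4*, *OPT3*, *ZIF1*, *PYE*, *bHLH39*, *bHLH101*, *BTS*, *FRO3* and the alcohol dehydrogenase gene *ADH1* were among those that rose in both genotypes. The list was shifted upwards in wild type (camera adjusted p = 7.48e-17) and in *clf* (4.44e-20), with or without an estimated correlation. Lowered members in wild type numbered 2 without +Fe replicate 2 or 3 or -Fe replicate 2 or 3, and 9 without -Fe replicate 1. In *clf* 1 was lowered without wild type +Fe replicate 1, wild type -Fe replicate 1 or *clf* +Fe replicate 2.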

Meanwhile, iron deficiency inducible PYE-dependent genes were distributed throughout the upper half of the heat map. 

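The genes for the Ib subgroup bHLH factors, partners of FIT, rose strongly in iron deficient roots. *bHLH38* (AT3G56970, chromosome 3 of TAIR10.1 from 21084035 to 21085245) rose from 1.4 to 329 CPM in wild type and from 3.81 to 315 CPM in *clf*, *bHLH39* (AT3G56980, chromosome 3 from 21086390 to 21087710) from 5.12 to 311 and from 14.4 to 311 CPM, *bHLH100* (AT2G41240, chromosome 2 from 17198037 to 17199454) from 0.43 to 162 and from 0.75 to 162 CPM, and *bHLH101* (AT5G04150, chromosome 5 from 1138410 to 1139633) from 1.62 to 77.6 and from 3.14 to 61.8 CPM (means, n = 3 each). The log2 fold change of *bHLH39* was 5.93 (SE 0.40, adjusted p = 1.73e-05) in wild type and 4.44 (SE 0.37, adjusted p = 0.000165) in *clf*, from edgeR's quasi-likelihood test. That of *bHLH38* was 7.90 (SE 0.82, adjusted p = 0.000674) and 6.36 (SE 0.75, adjusted p = 0.00189), and that of *bHLH100* 8.59 (SE 0.68, adjusted p = 0.000107) and 7.78 (SE 0.64, adjusted p = 2e-04). All 4 passed the test in both genotypes (4 and 4 adjusted over the list alone), also when any 1 library was left out. *bHLH38* and *bHLH39* are neighbouring paralogs that may share reads, and other genes overlap *bHLH38* over 386 bases and *bHLH101* over 79 bases.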

The expression of *bHLH38/39/100/101*, which encode proteins that form heterodimers with FIT, was induced under iron deficiency in both wild type and *clf* (Figure 3). However, their induction levels were not significantly different between wild type and *clf* (Figure 3). This observation is consistent with our hypothesis that PRC2 affects FIT-regulated genes. In addition, it reveals that *bHLH38/39/100/101* were present and would be able to interact with FIT in both genotypes.

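The *clf* response minus the wild type response was -1.54 (SE 0.91) for *bHLH38*, -1.50 for *bHLH39*, -0.81 (SE 0.84) for *bHLH100* and -1.30 for *bHLH101* on the log2 scale, each with an adjusted p of 1 from edgeR's quasi-likelihood test. The 4 responses were thus smaller in *clf* in value, with a median of -1.40. With edgeR 0 of the 4 were called, *bHLH39* and *bHLH101* passed at an unadjusted p under 0.05 (2) and when adjusted over the list alone (2), and DESeq2 called 0. As a set the 4 genes had a more negative response in *clf* than other genes (camera adjusted p = 3.05e-08), a call lost with an estimated correlation (adjusted p = 0.185 with an estimated correlation). Under iron deficiency their levels differed little between the genotypes, with a median log2 fold change of *clf* over wild type of -0.03 (camera adjusted p = 0.572), and under iron sufficiency it was 1.22 (camera adjusted p = 6.63e-08, adjusted p = 0.0744 with an estimated correlation). Without the 4 libraries that stand apart the differences of *bHLH38* (-1.57, adjusted p = 0.00186), *bHLH39* (-1.56, adjusted p = 0.000709) and *bHLH101* (-1.19, adjusted p = 0.0365) passed the test. That of *bHLH100* took the value 0.39 without *clf* +Fe replicate 3.

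**Figure D3:**
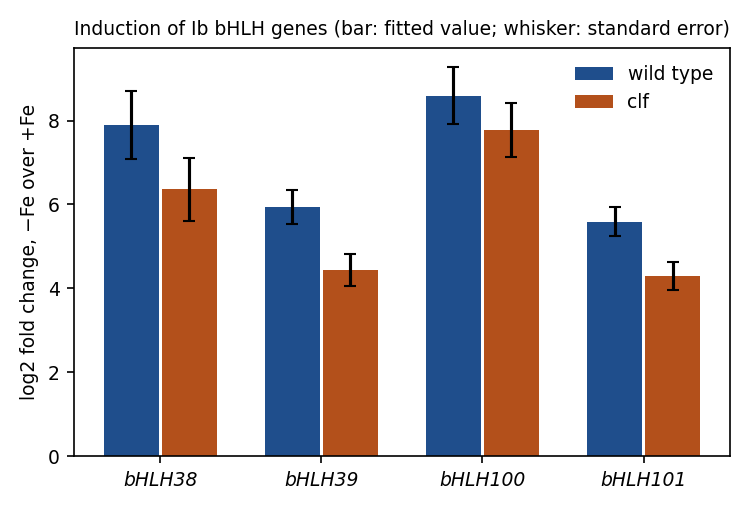
Log2 fold change of *bHLH38*, *bHLH39*, *bHLH100* and *bHLH101* in iron deficient over iron sufficient roots of wild type and *clf*. Bars are the fitted values and whiskers their standard errors, and the bars for *bHLH39* reach 5.93 in wild type and 4.44 in *clf*.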

Overall, the RNA-seq results corroborated our findings from the qPCR analysis, confirming that iron acquisition genes were more highly induced by iron deficiency in roots of *clf* loss-of-function mutants compared to wild type. Furthermore, the statistical analyses with fold change induction of iron deficiency response genes (Figure 2) and the clustering analysis of genes differentially regulated by iron (Figure 3) consistently revealed that FIT-dependent genes are disproportionately more highly induced by iron deficiency in *clf* roots. Such findings from the RNA-seq analysis and our qRT-PCR data (Figure 1) strongly suggest that H3K27me3 is attenuating the induction of FIT-regulated genes under iron deficiency.

### H3K27me3 Is Deposited on FIT-Dependent Iron Deficiency Response Genes

We conducted chromatin immunoprecipitation followed by qPCR (ChIP-qPCR) using antibodies against H3K27me3 and primers specific to multiple regions of the Strategy I genes, *FIT*, *FRO2*, and *IRT1*, (1) to confirm that these FIT-dependent genes are direct targets of H3K27me3, and (2) to test if H3K27me3 is differentially deposited on these gene loci depending on the iron status of the plant. Primers were designed to target upstream regions of exon 1 in order to perceive maximal H3K27me3 enrichment, which occurs primarily at the promoters and transcribed genic regions (Zhang et al., 2007). If the FIT-dependent iron deficiency response genes are direct targets of H3K27me3, H3K27me3 should be highly enriched at their loci in wild type. Substantially less H3K27me3 deposition is expected in *clf* regardless of the iron conditions. Additionally, if H3K27me3 is involved in transcriptionally regulating FIT-dependent genes in response to iron, we expected to see differential levels of H3K27me3 enrichment under iron deficient and sufficient conditions.

According to our ChIP-qPCR results, H3K27me3 enrichment at the *FIT*, *FRO2*, and *IRT1* loci was distinctly higher in wild type grown in iron sufficient conditions than in iron deficient wild type or *clf* from either iron condition (Figure 4). This provides evidence that the FIT-dependent iron deficiency response genes are direct targets of PRC2-mediated H3K27me3, consistent with the large scale epigenomics studies in which *FIT*, *FRO2*, and *IRT1* were identified as H3K27me3 targets (Table 1). Furthermore, our results suggest that H3K27me3 is involved in regulating the iron deficiency response at multiple levels, at the *FIT* locus as well as downstream of FIT at the *FRO2* and *IRT1* loci.

**FIGURE 4:**
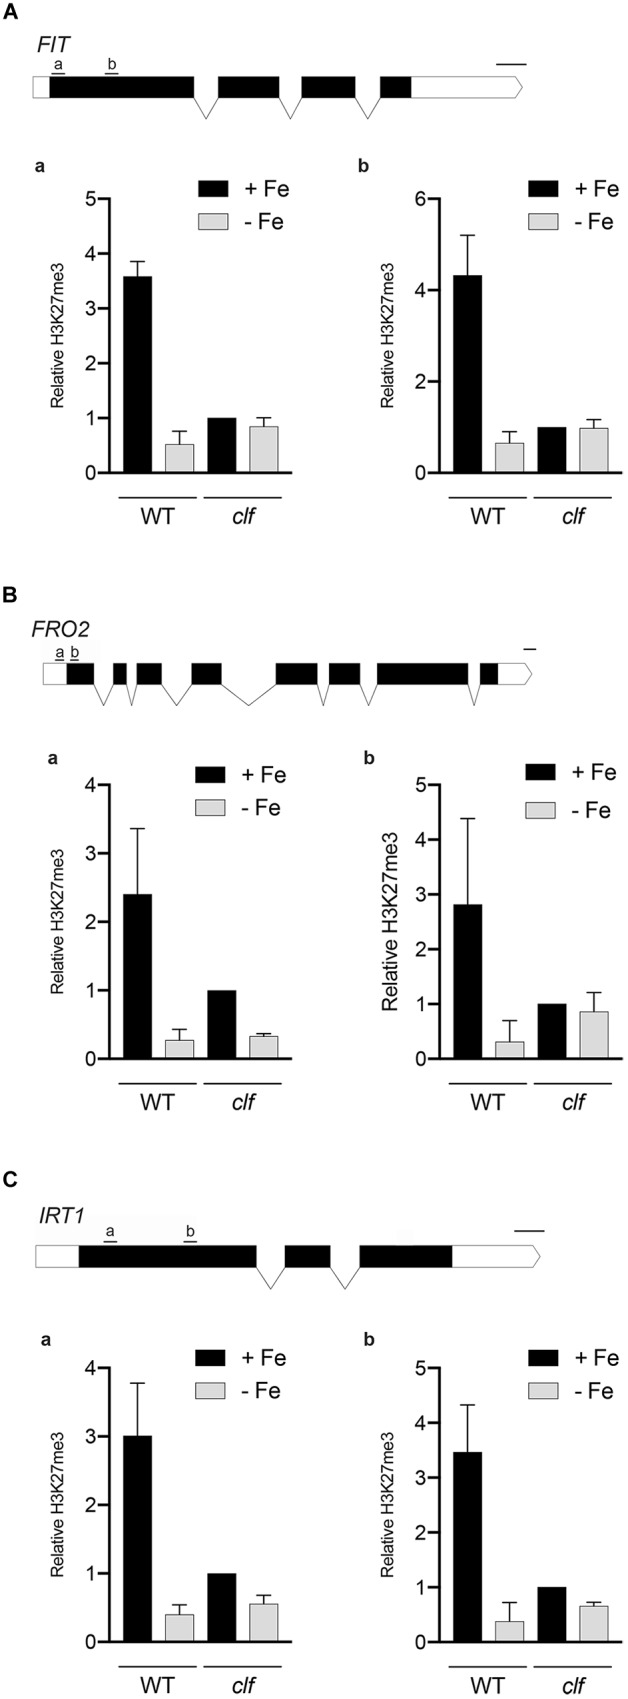
H3K27me3 enrichment at the loci of iron acquisition genes. H3K27me3 deposition at the indicated regions **(a,b)** of **(A)** *FIT*, **(B)** *FRO2*, and **(C)** *IRT1* gene loci was detected by ChIP-qPCR from wild type and *clf* roots treated under iron deficient (–Fe) or iron sufficient (+Fe) conditions. ChIP-qPCR signal was normalized with input DNA, and H3K27me3 enrichment relative to that in *clf* grown under iron-sufficient conditions was plotted. Error bars represent standard error of the mean of three biological replicates (*n* = 3). Scale bar above gene diagram represents length for 100 bp.

### *clf* Seedlings Are More Resistant to Low Iron Conditions Than Wild Type

Our results showed that FIT-dependent iron acquisition genes are more robustly induced in *clf* roots upon iron deficiency (Figure 1–3) and that they are subjected to CLF-mediated H3K27me3 (Figure 4). Therefore, we hypothesized that *clf* might be more tolerant to iron deficiency and examined the young seedlings of *clf* and wild type germinated on media that lack iron or are supplemented with a low concentration of iron that is suboptimal for growth. Consistent with our hypothesis, *clf* seedlings grew better than wild type on iron-limiting media, whereas the growth of both wild type and *clf* plants were comparable under iron sufficient conditions (Figure 5A). The root length of *clf* mutants was considerably greater than that of wild type when the plants were germinated and grown on low iron media (Figure 5B and Supplementary Figure S4), which correlated with their high level of iron acquisition gene expression (Figure 1 and Supplementary Figure S1). The overall growth and quantified root length were comparable between wild type and *clf* grown on iron sufficient media (Figure 5 and Supplementary Figure S4), suggesting that the difference in growth observed under low iron conditions was indeed an iron effect rather than a difference due to the genotype. In media without iron, the growth of both wild and *clf* plants was severely impaired (Supplementary Figure S5). Consequently, the phenotype of *clf* in low iron suggests that iron acquisition genes are not only robustly induced at the transcriptional level, but also that their enhanced gene expression contributes to better growth under low iron conditions.

**FIGURE 5:**
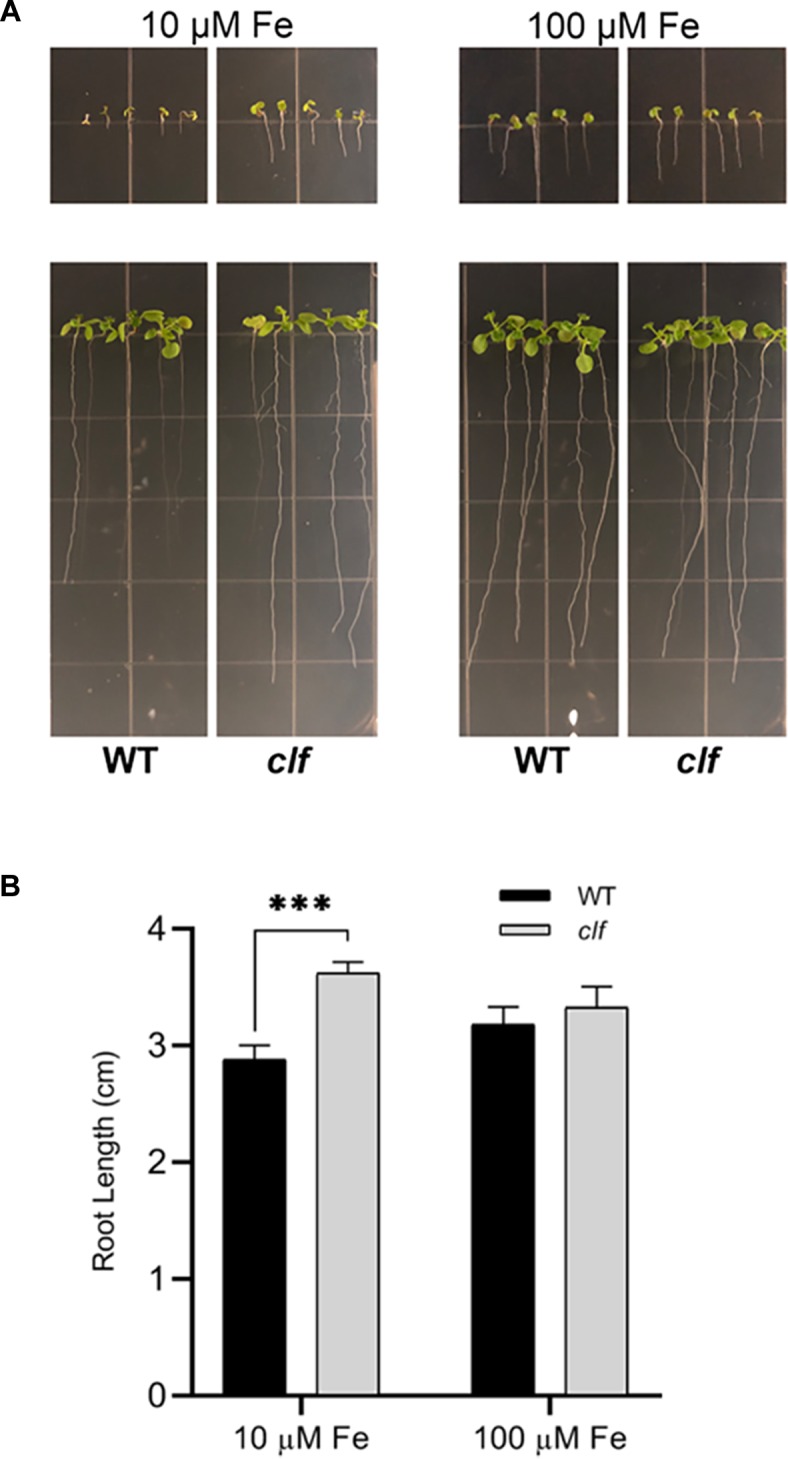
Growth phenotypes of *clf* and wild type under low iron conditions. **(A)** Wild type and *clf* plants were germinated and grown on iron-limiting (10 μM Fe) and iron-sufficient (100 μM Fe) media. Photos in the upper panel were taken 4 days after germination, and Photos in the lower panel were taken 10 days after germination. **(B)** Quantified root length. Mean values of root lengths are shown with standard error (*n* = 20–24; ^∗∗∗^*p* < 0.001).

## Discussion

Precise regulation of gene expression in response to specific cues is fundamental to vital biological processes. At the transcriptional level, transcription factors and chromatin structure controlled by histone modifications have profound effects on gene expression (Li et al., 2007; Farnham, 2009). The iron deficiency response in plants and subsequent iron acquisition is, to a great extent, regulated at the transcriptional level. Indeed, multiple key transcription factors involved in iron homeostasis have been extensively studied (Gao et al., 2019). However, the impact of chromatin structure on transcriptional regulation of iron homeostasis genes remains to be understood. In this study, we provide evidence that the well-established H3K27me3 repression mark contributes to transcriptional regulation of iron deficiency by fine-tuning the induction of *FIT*-target genes in iron deficient roots.

Based on our findings, we propose a working model for H3K27me3-mediated regulation of the FIT-dependent iron deficiency response (Figure 6). Under iron sufficiency, *FIT* is directly targeted by H3K27me3, resulting in repression of its transcription and the subsequent iron deficiency response. The removal of the trimethylation mark is still insufficient for the full induction of *FIT* and its downstream targets, as evidenced by the low expression of these genes in *clf* in the presence of iron (Figure 1A, 3). This implies the involvement of regulatory mechanisms upstream of *FIT* that are responsive to iron. Despite the higher level of *FIT* transcripts detected in iron sufficient *clf* compared to wild type (Supplementary Figure S2), without the iron deficiency signal that activates FIT, it is likely that neither *FIT* nor its downstream genes could be fully induced. Upon encountering iron deficiency, H3K27me3 is removed and the iron deficiency signal activates regulators of FIT, which then lead to the pronounced expression of *FIT* and its downstream targets. However, residual H3K27me3 may attenuate the induction of iron acquisition genes in wild type. In *clf*, where there is very little H3K27me3 deposition, *FIT* is more strongly induced than in wild type under iron deficient conditions. Additionally, *FRO2* and *IRT1* are also direct targets of H3K27me3. Therefore, the high-level induction of *FIT* and the lack of H3K27me3 on the *FRO2* and *IRT1* loci are likely to contribute to the augmented induction of these FIT-dependent genes in *clf* roots compared to wild type.

**FIGURE 6:**
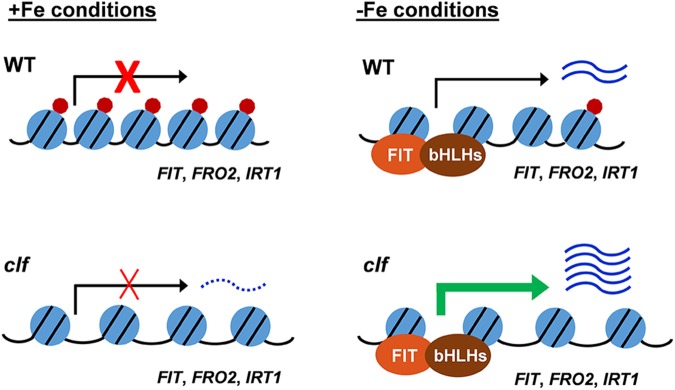
Proposed model for H3K27me3 regulation of the FIT-dependent iron deficiency response. Under iron sufficient conditions, the H3K27me3 deposition on FIT-dependent iron acquisition gene loci prevents the iron deficiency response. In response to iron deficiency, H3K27me3 is partially removed, allowing for the induction of the FIT-dependent acquisition genes. In the *clf* mutant, the H3K27me3 level is significantly reduced. Under iron sufficient conditions, the substantially reduced level of H3K27me3 marks allows for a low-level transcription of FIT-dependent genes and leads to the greater induction of iron acquisition genes under iron deficiency compared to wild type. Under iron sufficient conditions, despite the increased basal level of transcripts in *clf*, the absence of H3K27me3 is not sufficient to induce FIT-dependent iron deficiency response genes as the presence of iron negatively regulates the induction of *FIT*. Blue circles with black lines represent nucleosomes, with core histones and chromatin DNA, red circles represent H3K27me3 deposition, and the distance between blue circles depict euchromatin or heterochromatin structure due to H3K27me3. Arrows indicate active or inactive transcriptional states. Wavy lines represent transcripts of the FIT-dependent iron acquisition, with the dotted wavy line representing basal level of transcription in *clf*.

We hypothesize that PRC2-mediated H3K27me3 provides a mechanism to limit the maximum level of induction of iron acquisition. This would be beneficial for plants, as cellular iron levels must be maintained within a very narrow range due to iron’s redox properties that can facilitate the production of cytotoxic hydroxyl radicals (Halliwell and Gutteridge, 1992). Multiple studies have shown that the expression of iron acquisition genes is very precisely controlled depending on the iron status of the plant. *FIT*, *FRO2*, and *IRT1* are post-transcriptionally regulated to ensure that their proteins do not accumulate or stay active in the presence of iron (Connolly et al., 2002; Connolly et al., 2003; Colangelo and Guerinot, 2004; Kerkeb et al., 2008; Sivitz et al., 2011; Shin et al., 2013). Additionally, as cytotoxic effects can be caused by the entry of non-iron secondary substrates, IRT1 also undergoes monoubiquitin-dependent endocytosis (Barberon et al., 2011, 2014) and acts as a transceptor that directly senses excess non-iron metals to control self-degradation (Dubeaux et al., 2018). In addition to the regulation at the post-transcriptional and post-translational levels, our findings indicate that a mechanism to avoid overaccumulation of iron is imposed at a much earlier stage prior to transcription. Furthermore, we speculate that H3K27me3 contributes to preventing iron-induced toxicity in wild type roots under iron sufficient conditions, supported by proof of greater induction of FIT-dependent genes in *clf* compared to wild type in iron sufficient conditions (Supplementary Figure S3). We noted that H3K27me3 deposition at the loci of iron acquisition genes in wild type and *clf* under iron deficiency were comparable based on our ChIP-qPCR results (Figure 5). However, this may only appear to be the case due to the limited resolution afforded by probing specific regions by ChIP-qPCR. H3K27me3 deposition may occur at other locations along the gene, and a higher resolution assay such as ChIP-seq may reveal nuances in H3K27me3 enrichment that were not sufficiently detected by the ChIP-qPCR. As a result, it is likely that there is considerably decreased H3K27me3 enrichment on *FIT* and FIT-target genes in *clf* than in wild type under iron deficiency.

Environmentally induced chromatin remodeling has been studied in plants. The best understood example is for vernalization, in which PRC2-mediated chromatin modifications on *FLC* silences its expression in response to prolonged cold (Michaels and Amasino, 1999; Lee et al., 2015). Recently, more research has been conducted to investigate changes in chromatin structure in response to a wide range of abiotic stressors, and changes in histone modification and chromatin remodeling in response to nutrient availability have been observed (Probst and Mittelsten Scheid, 2015; Secco et al., 2017). For example, *NITRATE TRANSPORTER 2.1* (*NRT2.1*), which encodes a high-affinity root nitrate transporter, was found to be subjected to transcriptional repression by PRC2-mediated H3K27me3 (Bellegarde et al., 2018). H3K27me3 down-regulates *NRT2.1* expression under nitrogen limiting conditions, where the gene is most highly expressed.

Transcriptional regulation of a few iron homeostasis genes by histone modifications have been reported. *FERRIC REDUCTASE DEFECTIVE 3* (*FRD3*), which encodes the citrate effluxer that facilitates iron translocation in the xylem (Durrett et al., 2007), was identified as a direct target of GCN5 (Xing et al., 2015). GCN5 mediates acetylation of H3K14 and facilitates the acetylation of H3K9 and H3K27, which is involved in transcriptional activation of a large number of genes (Vlachonasios et al., 2003; Earley et al., 2007; Benhamed et al., 2008). GCN5 was proposed to regulate citrate efflux in root tissues via modulating *FRD3* expression when iron is limited (Xing et al., 2015). However, the induction of iron acquisition genes, such as *IRT1* and *FRO2*, under iron deficiency was not regulated by GCN5 (Xing et al., 2015). Expression of several Ib subgroup bHLH genes involved in the iron uptake process, such as bHLH38, bHLH39, bHLH100, and bHLH101, was reported to be negatively regulated by SKB1-mediated histone H4R3 dimethylation (Fan et al., 2014). It was also observed that *FRO2* and *IRT1* expression was higher in *skb1-1* than in wild type roots under iron deficient and sufficient conditions; nevertheless, *FRO2* and *IRT1* were not direct targets of SKB1 (Fan et al., 2014).

Our study provides a novel understanding of the transcriptional regulation of iron uptake in Arabidopsis by showing that H3K27me3 works upstream of *FIT* to partially repress the FIT-mediated iron deficiency response during iron sufficiency by directly modulating the *FIT*, *FRO2*, and *IRT1* loci. However, we still need to understand the interactions between the H3K27me3 repression mark and the iron-dependent regulatory pathway upstream of FIT. Considering that H3K27me3-mediated gene repression can be associated with tissue-specific expression of its targets (Lafos et al., 2011), further studies should address if H3K27me3 plays a role in the tissue-specific expression of FIT-dependent iron acquisition genes in the epidermis. Integrative studies to assess the combinatorial view of repression and activation marks will be necessary, and whether iron-induced changes in chromatin are heritable should also be elucidated. A better comprehension of the molecular mechanisms behind chromatin remodeling in response to iron homeostasis will provide critical insights for improving iron nutrition in plants.

## Data Availability

The RNA-seq data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus (Edgar et al., 2002) and are accessible through GEO Series accession number GSE126782 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE126782).

## Author Contributions

JJ and JL conceived the idea. JJ supervised the project. EP and KT conducted the qRT-PCR. EP performed the ChIP-qPCR and prepared the RNA samples for RNA-seq by Novogene. KT performed the low iron growth assays. FH conducted the statistical analyses. EP and JJ primarily wrote the manuscript. All authors reviewed and approved the manuscript.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Footnotes

1 www.arabidopsis.org

# Supplementary material for: PRC2-Mediated H3K27me3 Contributes to Transcriptional Regulation of FIT-Dependent Iron Deficiency Response
**Source:** Front Plant Sci. 2019 May 16;10:627. doi: 10.3389/fpls.2019.00627
**Supplement:** Supplementary file 2

Supplementary Table S1: Sequences of qRT-PCR primers.

**Gene**	**Forward Primer**	**Reverse Primer**
<i>ACT2</i>	5'-CCAAGCTGTTCTCTCCTTGTACGC-3'	5'-TCACCAGAATCCAGCACAATACC-3'
<i>BTS</i>	5'-GAAGAATTGCAAGCTGGAGCAC-3'	5'-TCCTTTGCAAGCCCAACCAGAG-3'
<i>IRT1</i>	5'-ACTTCAACTGCGCCGGAAGAATG-3'	5'-AGCTTTGTTGACGCACGGGTTC-3'
<i>FIT</i>	5'-AGCTCTCCTTCTCCGGACACATAC-3'	5'-GCTCTGTTCTGAAGCATGTCCCATC-3'
<i>FRO2</i>	5'-GCTTCCGCCGATTTCTTAAGGC-3'	5'-AACGGAGTTATCCCGCTTCCT-3'
<i>FRO3</i>	5'-CCATACCTTTGTCACCATCACTCC-3'	5'-ATCCAGCCTTGCTTGCCATAAG-3'
<i>F6'H1</i>	5'-ACGACTGTTAGGTTTGGGACGAG-3'	5'-TCCTGCAGATATCAGGCCAGAAC-3'
<i>NAS4</i>	5'-ATGCTGAGAAGCGCTCATGGAC-3'	5'-CGTTCGAGAGTCACAAGGCTCAACG-3'
<i>PYE</i>	5'-TCTCACCGGAGAAAGAAAGGTGAC-3'	5'-GCAGTAGCATTTGCTTCATCAGAC-3'

# Supplementary material for: PRC2-Mediated H3K27me3 Contributes to Transcriptional Regulation of FIT-Dependent Iron Deficiency Response
**Source:** Front Plant Sci. 2019 May 16;10:627. doi: 10.3389/fpls.2019.00627
**Supplement:** Supplementary file 3

Supplementary Table 3: Sequences of ChIP-qPCR primers

Gene	Forward Primer	Reverse Primer
<i>IRT1</i> Exon 1 (a)	5'- ACTTCAACTGCGCCGGAAGAATG -3'	5'- AGCTTTGTTGACGCACGGGTTC -3'
<i>IRT1</i> Exon 1 (b)	5'- TCTTGAAGAGAACCCGTGGCA -3'	5'- CCAACTGCGTTCTTGCTGGT -3'
<i>FRO2</i> 5' UTR (a)	5'- TTCTCACTAAAGCGATCGTACCG -3'	5'- TCTTCTCCTGCAGATGGGTTC -3'
<i>FRO2</i> Exon 1 (b)	5'- TCGAACCCATCTGCAGGAGAA -3'	5'- CGCAGATGTGGCAACCACTTG -3'
<i>FIT</i> Exon 1 (a)	5'- GGAAGAGTCAACGCTCTGTCA -3'	5'- AGAACTGGGTTTTTCGTCAATGGT -3'
<i>FIT</i> Exon 1 (b)	5'- CATCCCAACACCTGTCGATGA -3'	5'- ACCGTCGAAGCTACGGAATG -3'

# Supplementary material for: PRC2-Mediated H3K27me3 Contributes to Transcriptional Regulation of FIT-Dependent Iron Deficiency Response
**Source:** Front Plant Sci. 2019 May 16;10:627. doi: 10.3389/fpls.2019.00627
**Supplement:** Supplementary file 4

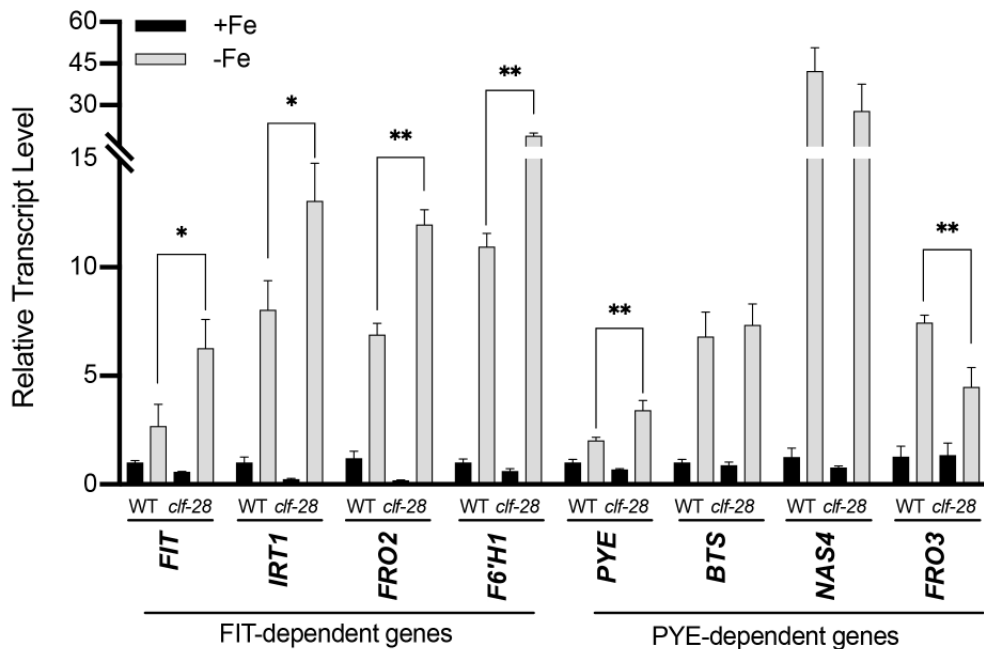

Figure S1. Transcript levels of iron deficiency inducible genes in wild type and *clf-28* (SALK_139371) roots. Quantitative RT-PCR was conducted with total RNA extracted from roots of 12-day-old plants grown on B5 without sucrose and then transferred to iron sufficient (+Fe; 100 μ M Fe) or iron deficient (-Fe; 300 μ M ferrozine) media for 3 days. Transcript levels of FIT-dependent genes and PYE-dependent genes were normalized to an internal control, *ACT2*, and reported as the expression ratio relative to wild type under iron-sufficient conditions. Mean values of three biological replicates are shown. Error bars represent standard error. (* $p < 0.05$, ** $p < 0.01$).

# Supplementary material for: PRC2-Mediated H3K27me3 Contributes to Transcriptional Regulation of FIT-Dependent Iron Deficiency Response
**Source:** Front Plant Sci. 2019 May 16;10:627. doi: 10.3389/fpls.2019.00627
**Supplement:** Supplementary file 5

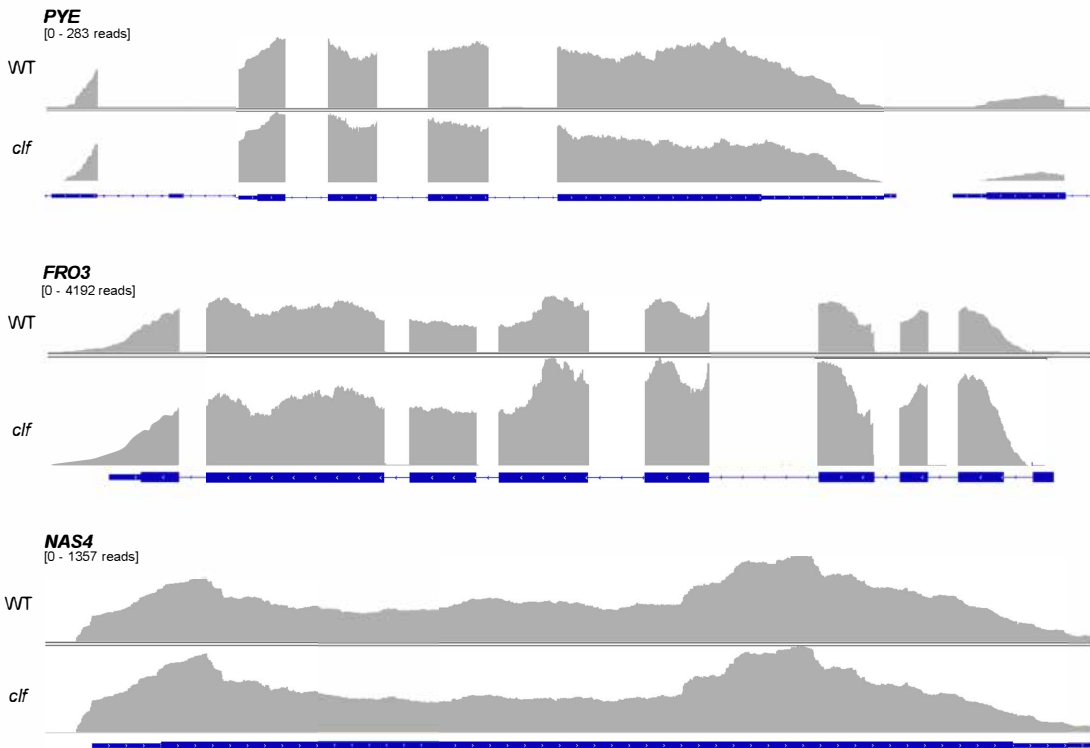

Figure S2. RNA-seq read count histograms for PYE-dependent genes under iron deficiency. Gene diagrams depict introns (line) and exons (boxes) and are aligned with read counts. The read count range, denoted below the gene name, were scaled to the maximum number of reads obtained in *clf*. Read count scale is equivalent for wild type and *clf* within each gene.

# Supplementary material for: PRC2-Mediated H3K27me3 Contributes to Transcriptional Regulation of FIT-Dependent Iron Deficiency Response
**Source:** Front Plant Sci. 2019 May 16;10:627. doi: 10.3389/fpls.2019.00627
**Supplement:** Supplementary file 6

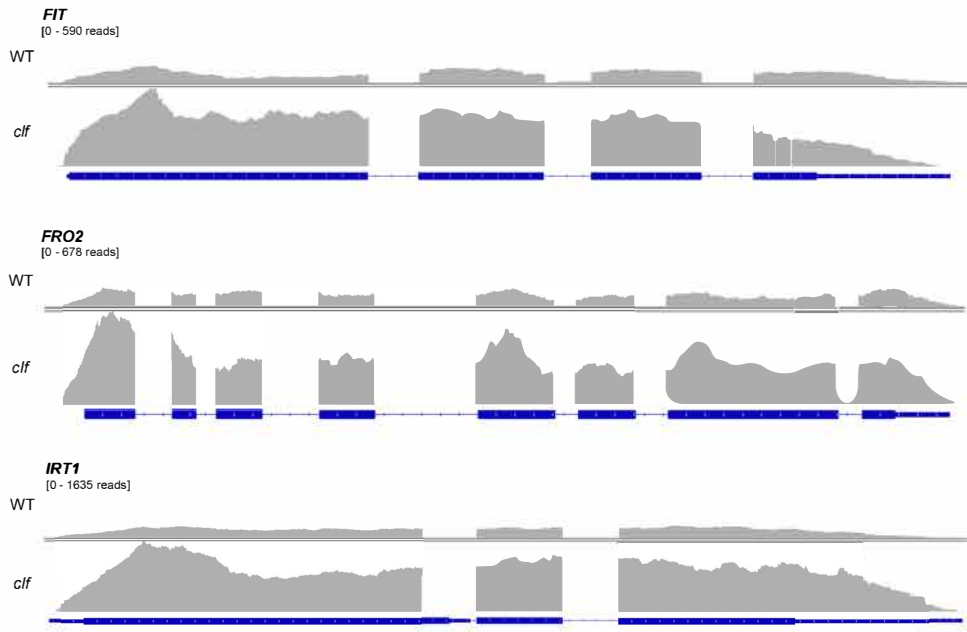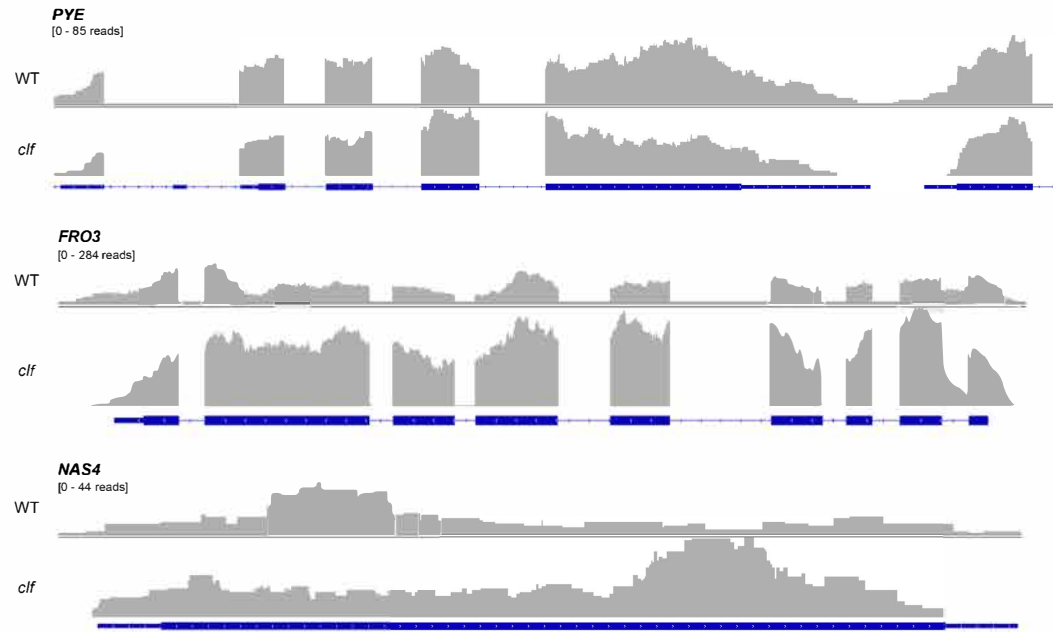

Figure S3. RNA-seq read count histograms for FIT- and PYE-dependent genes under iron sufficiency. Gene diagrams depict introns (line) and exons (boxes) and are aligned with read counts. The read count range, denoted below the gene name, were scaled to the maximum number of reads obtained in *clf*. Read count scale is equivalent for wild type and *clf* within each gene.

# Supplementary material for: PRC2-Mediated H3K27me3 Contributes to Transcriptional Regulation of FIT-Dependent Iron Deficiency Response
**Source:** Front Plant Sci. 2019 May 16;10:627. doi: 10.3389/fpls.2019.00627
**Supplement:** Supplementary file 7

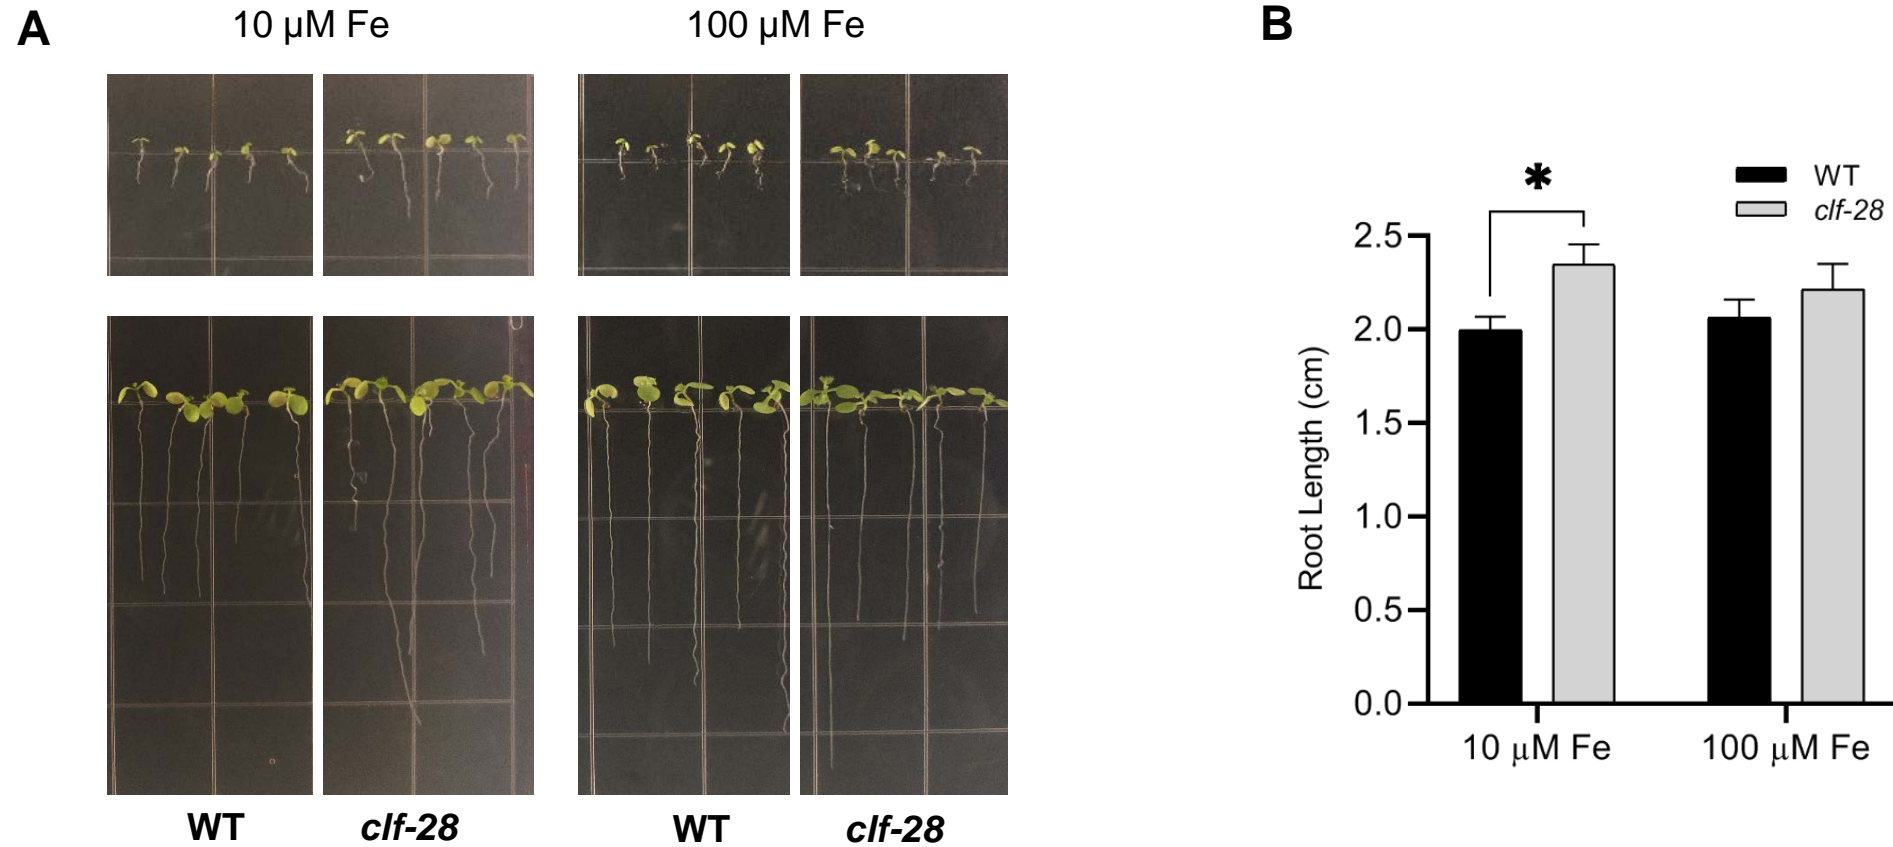

Figure S4. Growth phenotypes of a second *clf* allele, *clf-28*, and wild type under low iron conditions. **(A)** Wild type and *clf* plants were germinated and grown on iron-limiting (10 μ M Fe) and iron-sufficient (100 μ M Fe) media. Photos in upper panel were taken 4 days after germination, and photos in lower panel were taken 10 days after germination. **(B)** Quantified root length. Mean values of at least 29 seedlings are shown with standard error (* $p < 0.05$).

# Supplementary material for: PRC2-Mediated H3K27me3 Contributes to Transcriptional Regulation of FIT-Dependent Iron Deficiency Response
**Source:** Front Plant Sci. 2019 May 16;10:627. doi: 10.3389/fpls.2019.00627
**Supplement:** Supplementary file 8

Day 4

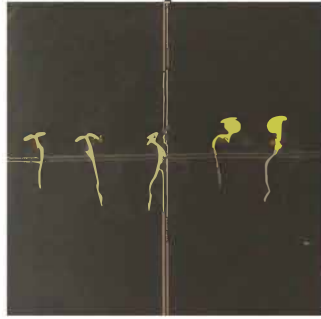

WT

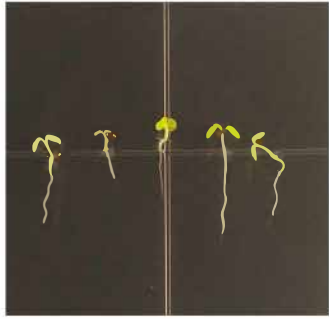

clf-29

Day 9

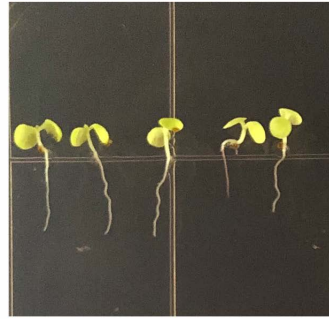

WT

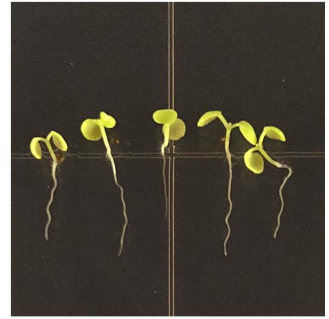

clf-29

Figure S5. Wild type and *clf-29* growth in iron deficient conditions. Wild type and *clf-29* plants were germinated and grown on media with no iron (0 μ M) supplemented with 300 μ M ferrozine. Photos were taken 4 and 9 days after germination.

How the deposited data were processed for this re-analysis (not part of the article)

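RNA from roots of wild type and *clf* seedlings, each with sufficient iron (+Fe) and under iron deficiency (-Fe), was measured in 12 libraries, 3 in each of the 4 groups. The authors aligned paired-end reads of 150 bp to TAIR10 and deposited a table of raw read counts per gene, made with HTSeq in union mode. The FPKM values, in a separate table, were computed by the authors from those counts by dividing by gene length and by library size, before they were deposited. TopHat2 is the aligner named in the submitters' notes, and neither its version nor the strand setting of the counting is given in the sources used here. The last, unnamed column of the count table holds the word FRO2 in a single cell and no measurement, and was not used. Gene names and TAIR10.1 coordinates were taken from the reference annotation, which names 31912 of the gene IDs.

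Counts of the 4 groups were fitted in a single model in edgeR 4.0.16 (R 4.3.3) with TMM factors, the default filter on low counts, a robust quasi-likelihood fit and 8 residual degrees of freedom, on 20168 genes. Adjusted p-values are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over these genes, and 0.05 was the threshold. CPM values are normalized by TMM, and log2 CPM uses a prior count of 2. For a gene with no read in a group, the fold is a lower bound set with 3 counts over that group. The tests were also run on simulated counts with the estimated dispersion of each gene. There, the test of wild type -Fe against +Fe recovered 23.9% of genes changed 2-fold and 76.1% of genes changed 4-fold, with 6 false calls among 19972 genes. That of the difference between the iron responses recovered 6% and 55.2%, with 9 false calls among 19966 genes. Genes were drawn independently, so these rates do not cover shifts that many genes share within a library. The lowest library total was 18658428 counts, and the square root of the common dispersion was 0.302.

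The FIT-dependent (90) and PYE-dependent (85) genes are those of Table S2. A further 22 lists were fixed, and hold PRC2 subunits and H3K27 demethylases, floral and homeotic PRC2 targets, seed maturation PRC2 targets, iron deficiency regulators upstream of or beside FIT, Ib subgroup bHLH genes, iron storage and vacuolar iron transporter-like genes, coumarin synthesis and secretion, metal transport and nicotianamine synthesis, glutathione S-transferases and glutathione synthesis, the hypoxia response, heat shock proteins, photosynthesis, markers of root hairs and epidermis, of the endodermis and Casparian strip, of suberin synthesis and of the root meristem, nitrate uptake, the phosphate and sulfate starvation responses, aliphatic glucosinolate synthesis, the H3K27me3 targets of Table 1 and the genes the paper names. Lists were tested against all other genes with camera (limma 3.58.1) at a preset correlation between genes of 0.01 and again with the correlation estimated from the libraries, adjusted over the 23 lists with at least 2 tested genes. Of the 59 list calls in the 5 comparisons, 19 held with the estimated correlation. The photosynthesis list was fixed as a marker of green shoot tissue. The FIT- and PYE-dependent lists were also compared by permutation of the list labels with 100000 resamples.

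Genes are named by a rule. It takes every gene that the paper names, in each comparison the 8 largest positive and the 8 largest negative log2 fold changes among called genes with a mean of at least 1 CPM in the higher group and no overlap between the libraries of the groups, and in each list the 4 members with the smallest p. The fold changes of Table S2 had been seen when the rule was set, and members of short counts outside the rule were named after their values were seen. The groups, tests, lists, this rule and the alternatives were chosen before the data were examined. These alternatives are DESeq2 1.42.0, RLE factors, no filter on low counts, at least 10 reads in every library, the replicate number as a block, limma on log2(FPKM + 1) or log2(FPKM + 0.1) for genes with an FPKM of at least 1 in 3 libraries, a fit of only the 6 libraries compared, only iron-induced genes of a list, ratios of group means, and leaving out each library in turn. Alternatives added after the data were seen are the 8 libraries without the 4 that stand apart, those 4 as a term in the model, DESeq2 with only the 6 libraries compared, the 6 libraries with a replicate block, and the estimated correlation. The libraries that stand apart are the least correlated of each group, so leaving them out narrows the spread and favours small p-values. Whether replicate numbers pair the libraries was tested by the correlation of deviations from the group mean. Same-numbered libraries correlated for iron in wild type (0.616, 0.44 and 0.463) and for genotype under iron deficiency (0.448, 0.541 and 0.165), but not for iron in *clf* or genotype under iron sufficiency, so the replicate block was kept as an alternative. The highest correlation with another number was -0.503, 0.412 and 0.429 for iron in wild type. It was -0.122, 0.042 and 0.306 for genotype under iron deficiency. Replicates 2 and 3 were therefore hardly told apart by number in wild type, and replicate 3 was not matched by number under iron deficiency. Read histograms in the figures of the paper were measured with Pillow 12.0.0 and numpy 2.4.6 in Python 3.11.15, and plots were drawn with matplotlib 3.10.9. The qRT-PCR and ChIP-qPCR experiments were not analysed here.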

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

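In this part, the settings without the 4 libraries that stand apart or with a term for them were chosen after the results were seen. So were the block with only the 6 libraries compared and the estimated correlation. The other tests were set beforehand.

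*AGAMOUS* (*AG*, AT4G18960), a floral homeotic target of PRC2, had reads in *clf* roots and none in wild type roots, a signal in genes whose root expression the paper does not report. It stood at 1.55 ± 0.44 CPM in iron sufficient and 1.57 ± 0.46 CPM in iron deficient *clf* (SD, n = 3 each), at least 33.8-fold (adjusted p = 0.0447) and at least 35.3-fold (adjusted p = 0.0245) above wild type, from edgeR's quasi-likelihood test. Of 15 floral and homeotic PRC2 targets, *AG* and *PI* were higher in *clf* under iron sufficiency (8 adjusted over the list alone, 5 with DESeq2) and *AG* and *FLC* under iron deficiency (7 adjusted over the list alone, 5 with DESeq2). Their number was 0 to 1 without any single library but wild type -Fe replicate 1 under iron sufficiency, and under iron deficiency without any but wild type +Fe replicate 1, *clf* +Fe replicate 2 or *clf* -Fe replicate 1. The list was shifted upwards in *clf* under both conditions (camera adjusted p = 2.2e-24 and 8.97e-12), also with an estimated correlation (adjusted p = 0.000898 and 0.017 with an estimated correlation). The 15 are those members of a longer list that passed the filter on low counts. *AG*, with no read in wild type, passed it only through *clf*. The filter thus favours an upward shift, and the set test does not correct for this. *PI* had a log2 fold change of 2.18 (SE 0.32, adjusted p = 0.0447) under iron sufficiency, *FLC* of 3.00 (SE 0.47, adjusted p = 0.052) under iron sufficiency and 2.95 (SE 0.48, adjusted p = 0.0443) under iron deficiency, and *SEP4*, a floral gene outside the list of 15, of 5.65 (SE 0.88, adjusted p = 0.0367) under iron deficiency. Another annotated gene overlaps *FLC* over 6067 bases of its span, introns included, which leaves its own level uncertain. In iron deficient roots the calls ended with the replicate number as a block (adjusted p = 0.114 for *AG*, 0.0547 for *FLC* and 0.0789 for *SEP4*, and 0.148, 0.0544 and 0.093 with only the 6 libraries compared), and under iron sufficiency too (0.226 for *AG* and 0.0697 for *PI*). Limma on log2(FPKM + 1) ended both *AG* calls (0.0589 under iron sufficiency and 0.0566 under iron deficiency) and that of *SEP4* (0.106), limma on log2(FPKM + 0.1) that of *FLC* under iron deficiency (0.057), and 10 reads in every library that of *PI* (0.0645). Under iron sufficiency *FLC* passed with RLE factors (0.0491), no filter on low counts (0.0388), DESeq2 (2.15e-07), limma (0.027 and 0.0461), the 4 libraries that stand apart as a term (0.00262) and the 8 libraries without them (0.000316). Single libraries moved these calls too. Among fits that leave out 1 library, under iron sufficiency *AG* held only without wild type -Fe replicate 1 or 2 (otherwise 0.0518 to 0.211), *PI* only without wild type -Fe replicate 1 or *clf* -Fe replicate 1 (otherwise 0.0594 to 0.26), and *FLC* passed without wild type +Fe replicate 1 (0.034) or wild type -Fe replicate 1 (0.0477). Under iron deficiency *AG* was lost without wild type -Fe replicate 2 or 3, *clf* +Fe replicate 1 or 3 or *clf* -Fe replicate 2 or 3 (0.0718 to 0.141), *FLC* held only without wild type +Fe replicate 1 or *clf* +Fe replicate 2 (otherwise 0.0534 to 0.196), and *SEP4* held only without wild type +Fe replicate 1 or 3, *clf* +Fe replicate 2 or *clf* -Fe replicate 1 (otherwise 0.0758 to 0.187).

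Genes of the hypoxia response, outside those the paper discusses, rose under iron deficiency. Of 17 such genes, 12 rose in wild type (15 adjusted over the list alone) and 11 in *clf* (14 adjusted over the list alone). *PCO1*, a plant cysteine oxidase gene, rose by a log2 fold change of 3.80 (SE 0.24, adjusted p = 1.16e-05) in wild type and 3.97 (SE 0.24, adjusted p = 9.59e-06) in *clf*, from edgeR's quasi-likelihood test. *ADH1* rose by 4.54 (SE 0.45, adjusted p = 0.000458) and 4.69 (SE 0.46, adjusted p = 0.000476), and *WIP4* by 5.24 (SE 0.58, adjusted p = 0.00072) and 4.96 (SE 0.54, adjusted p = 0.000937). Other genes overlap *WIP4* over 377 and 86 bases and *ADH1* over 61 bases. The list median was 3.11 in wild type and 3.105 in *clf* (camera adjusted p = 1.77e-32 and 1.08e-39), and the calls held with an estimated correlation (adjusted p = 0.0188 and 0.0132 with an estimated correlation). *ADH1*, *LBD41*, *HRA1* and *SUS4* are also among the PYE-dependent genes. In the libraries that stand apart the list deviated by -0.15 in wild type +Fe replicate 1, 0.47 in wild type -Fe replicate 1, 0.08 in *clf* +Fe replicate 2 and 1.01 in *clf* -Fe replicate 1. The wild type count was 7 without wild type +Fe replicate 2, and the *clf* count 5 without *clf* +Fe replicate 1, 6 without replicate 2 and 5 without replicate 3 of that group.

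Photosynthesis genes, which the paper does not discuss in roots, had lower median values under iron deficiency, a shift that depended on how the list was tested. The list was fixed as a marker of green shoot tissue, and whether shoot tissue in the samples differed was not tested. Of 19 genes, *LHCA4*, *PSAF*, *PSBO1* and *RCA*, 4 in all, fell in wild type (6 adjusted over the list alone). *PSAF* is also among the FIT-dependent and *LHCA4* among the PYE-dependent genes. *PSBO1* fell by 1.82 on the log2 scale (SE 0.31, adjusted p = 0.00919 from edgeR's quasi-likelihood test). In *clf*, edgeR called 0, with 10 lower at an unadjusted p under 0.05, 5 lower adjusted over the list alone and 6 lower with DESeq2. The list medians were -1.43 in wild type and -1.59 in *clf* (camera adjusted p = 9.6e-11 and 1.99e-10), calls that ended with an estimated correlation (adjusted p = 0.187 and 0.214 with an estimated correlation). In the libraries that stand apart the list deviated by 0.47, 1.46, 0.87 and -0.36 in wild type +Fe replicate 1, wild type -Fe replicate 1, *clf* +Fe replicate 2 and *clf* -Fe replicate 1. The wild type count was 12 without wild type -Fe replicate 1, 2 without wild type +Fe replicate 1 and 1 without wild type +Fe replicate 2 or 3 or wild type -Fe replicate 2 or 3, and the *clf* count 5 without wild type -Fe replicate 1 and 1 without *clf* -Fe replicate 3.

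Genes of aliphatic glucosinolate synthesis, outside those the paper discusses, had lower values in *clf*. All 12 tested genes were negative under both conditions, with a median of -0.86 under iron sufficiency and -1.13 under iron deficiency. Under iron deficiency 7 were lower adjusted over the list alone. Over all genes edgeR called 0 (1 without wild type +Fe replicate 1), with 8 lower at an unadjusted p under 0.05 and 1 lower with DESeq2, and 10 were called without the 4 libraries that stand apart. The list was shifted downwards (camera adjusted p = 1.13e-08 and 7.58e-13), calls that ended with an estimated correlation (adjusted p = 0.184 and 0.17 with an estimated correlation). Under iron deficiency against sufficiency all 12 were positive in wild type, with a median of 0.68 (camera adjusted p = 0.00225, adjusted p = 0.353 with an estimated correlation). At an unadjusted p under 0.05 from edgeR's test, 3 of them were higher in wild type, and in *clf* 0 were higher or lower.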

How the results depend on the processing

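Among alternatives, the 8 libraries without the 4 that stand apart, those 4 as a model term, DESeq2 or a replicate block with only the 6 libraries compared, and the estimated correlation were chosen after the data were seen. Unless stated, the cause of a change was not tested. The 8 libraries leave out the least correlated one of each group, which narrows the spread and favours more calls. The higher and lower genes numbered 459 and 431 for iron in wild type, 257 and 99 for iron in *clf*, 13 and 1 for *clf* under iron sufficiency and 22 and 5 for *clf* under iron deficiency, with 941 for iron in either genotype.

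In that order, DESeq2 gave 897 and 851, 571 and 366, 59 and 15, and 157 and 61, with 1949 in either genotype, and 3 genes with a more negative iron response in *clf*. Limma on log2(FPKM + 1) gave 198 lower genes for iron in *clf*, 21 and 5 for *clf* under iron sufficiency, 16 lower under iron deficiency and 4 with a more negative response. Only the 6 libraries compared gave 237 and 177 for iron in wild type, 3 and 0 for *clf* under iron sufficiency and 2 and 2 under iron deficiency, with fewer samples behind the spread. With a replicate block they gave 1264 and 1142 for iron in wild type and 12 higher genes for *clf* under iron deficiency. DESeq2 on them gave 747 and 676, 779 and 476, 57 and 21, and 155 and 64, with 2018 in either genotype. The 4 libraries as a term gave 1117 and 1316, 700 and 511, 56 and 8, and 183 and 66, with 2692 in either genotype, and the 8 libraries without them 2798 and 2672, 1790 and 1133, 273 and 247, and 980 and 622, with 6282 in either genotype and 348 and 103 genes with a more positive or negative response in *clf*. For *clf* under iron sufficiency, RLE factors gave 21 higher and 2 lower genes, no filter on low counts 20 and 2, a replicate block 7 higher, and 10 reads in every library 4 higher, where fewer genes are tested. That filter gave 9 and 3 under iron deficiency. The share of PYE-dependent genes with a larger response in *clf* was 33.3% among iron-induced genes, and 19 of 59 list calls held with an estimated correlation.

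Leaving out each library in turn gave 158 to 795 and 133 to 617 for iron in wild type, 91 to 424 and 34 to 194 in *clf*, 1 to 19 and 1 to 2 for *clf* under iron sufficiency, 6 to 44 and 2 to 17 under iron deficiency, 0 for either direction of the difference of responses and 418 to 1491 in either genotype. For *clf* under iron sufficiency, the higher genes numbered 1 without wild type +Fe replicate 3 and 5 to 8 without wild type +Fe replicate 1 or 2, any *clf* +Fe library or *clf* -Fe replicate 2 or 3. Under iron deficiency they numbered 44 without wild type +Fe replicate 1, 6 without wild type -Fe replicate 2 or 3, 10 without *clf* -Fe replicate 2 and 8 without *clf* -Fe replicate 3. The FIT-dependent share was 54.4 to 92.2% and its median difference 0.14 to 0.693. The PYE-dependent share was 43.5 to 58.8% and its median difference -0.044 to 0.083. The median of FIT-dependent genes in *clf* over wild type was -0.233 to 0.147 under iron sufficiency and 0.017 to 0.667 under iron deficiency. List calls numbered 54 to 64, and *CLF* stood at 27 to 29.2% of wild type.

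Of 91 results for single genes, 84 kept their direction and side of the threshold with DESeq2, 90 with RLE factors, 89 with no filter, 84 with a replicate block, 85 with limma on log2(FPKM + 1) and 88 on log2(FPKM + 0.1), and 77 in the 8 libraries. With a replicate block and only the 6 libraries compared 34 of 41 did, *FIT*, *FRO2* and *IRT1* being gained in wild type and *AG*, *FLC*, *SEP4* and *GSTU20* lost under iron deficiency. Under 10 reads in every library 58 of 59 did, and leaving out a library 976 of 1092. The difference of iron responses, *clf* minus wild type, changed sign when a library was left out for *FIT* (-0.098 without wild type -Fe replicate 1, up to 0.742), *PYE* (-0.206 to 0.099), *BTS* (-0.483 to 0.213), *FRO3* (-0.377 to 0.25) and *bHLH100* (-1.418 to 0.389), and *FRO3* had 0.007 with the 4 libraries as a term. Depth limits genes near the floor such as *AG*, with 114 reads in the iron sufficient and 106 in the iron deficient *clf* libraries together.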

Differences from the paper's values

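The DESeq2 fit of only the 6 libraries compared and the settings that leave out or model the 4 libraries that stand apart were chosen after the values were seen. The paper's count of genes up-regulated in iron deficient *clf* roots is 581, and edgeR gave 257 at the paper's stated threshold, an adjusted p under 0.05, where the paper names DESeq. Of the alternatives set before the data were examined, DESeq2 gave 571 and leaving out wild type -Fe replicate 1 gave 424, each within 1.5 times the paper's count. The others did not, with 255 for RLE factors, 228 for no filter, 189 for 10 reads in every library, 267 for a replicate block, 247 for limma, 310 for only the 6 libraries compared, and 91 to 311 without any other single library. DESeq2 with only the 6 libraries compared (779) and the 4 libraries as a term (700), chosen after the values were seen, were also within 1.5 times, and the 8 libraries (1790) were not.

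The paper counts more up-regulated genes in *clf* than in wild type. Here the wild type had more, with 459 against 257 by edgeR and 897 against 571 by DESeq2. The paper's wild type count is 310, so the DESeq2 fit that came close to its *clf* count was far above it in wild type. Among the alternatives, more genes were raised in *clf* with only the 6 libraries compared (237 in wild type and 310 in *clf* by edgeR, and 747 and 779 by DESeq2, the latter chosen after the values were seen), without wild type +Fe replicate 3 (158 and 190) and without wild type -Fe replicate 2 (186 and 206).

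The paper describes reads of FIT pathway genes under iron sufficiency as higher in *clf* throughout. Over all libraries, 43 of the 90 FIT-dependent genes had a positive log2 fold change of *clf* over wild type, with a median of -0.03, and edgeR called 0 (1 higher and 1 lower at an unadjusted p under 0.05, and 0 with DESeq2). Mean *FIT* was higher in *clf* (40.1 against 30.4 CPM), and *FRO2* (85.4 against 167.5 CPM) and *IRT1* (161 against 235.5 CPM) were lower. Under iron deficiency, where the paper describes greater induction in *clf*, 77 of 90 FIT-dependent genes had a positive log2 fold change of *clf* over wild type, with a median of 0.385 (0.017 without wild type -Fe replicate 1), and edgeR called 0 (7 higher and 1 lower at an unadjusted p under 0.05, and 2 higher with DESeq2).

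The paper treats *FIT*, *FRO2* and *IRT1* as induced in both genotypes, and the ratios of means here match its folds. With edgeR on all 12 libraries only *FRO2* in *clf* passed the test. This call also held with DESeq2, with limma, without the 4 libraries that stand apart and with those libraries as a term. DESeq2 called *FIT*, *FRO2* and *IRT1* in wild type (adjusted p = 0.00883, 0.00264 and 0.00924) and *FIT* and *IRT1* in *clf* (0.00181 and 0.000459), and limma on log2(FPKM + 1) called *FRO2* in wild type (0.0445) and *IRT1* in *clf* (0.0292), as did limma on log2(FPKM + 0.1) for *IRT1* in *clf* (0.0314). With edgeR, *FIT* and *IRT1* in both genotypes and *FRO2* in wild type also passed without the 4 libraries that stand apart (4.29e-08 to 9.64e-05) and with those libraries as a term (0.00159 to 0.00464), settings chosen after the values were seen. With only the 6 wild type libraries and the replicate number as a block, also chosen after the values were seen, edgeR called *FIT* (0.00475), *FRO2* (0.00154) and *IRT1* (0.00638) in wild type. Leaving out single libraries, *FIT* passed in wild type (0.0169) and in *clf* (0.0241) and *FRO2* in wild type (0.0383) without wild type -Fe replicate 1, *FRO2* (0.027) and *IRT1* (0.0365) in wild type without *clf* +Fe replicate 2, and *IRT1* in *clf* without wild type +Fe replicate 1 (0.0379).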

Other observations

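In this part, the tests of root cell types, of the read histograms and of the more positive response of FIT-dependent genes, and the settings without or with a term for the 4 libraries that stand apart, were chosen after the results were seen.

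Of 12 sulfate starvation genes, 6 rose under iron deficiency in wild type (7 adjusted over the list alone) and *SDI2* in *clf* (6 adjusted over the list alone), and the list was shifted upwards (camera adjusted p = 6.61e-08 and 6.05e-05, adjusted p = 0.114 and 0.209 with an estimated correlation). *LSU2* rose by a log2 fold change of 1.90 (SE 0.27, adjusted p = 0.00353) and *SDI1* by 4.02 (SE 0.76, adjusted p = 0.015) in wild type, from edgeR's quasi-likelihood test. Without wild type +Fe replicate 2 the count in wild type was 3 and *SDI1* had an adjusted p of 0.0793. They were 1 and 0.074 without wild type +Fe replicate 3, 2 and 0.053 without wild type -Fe replicate 2, and 1 and 0.0514 without wild type -Fe replicate 3. In *clf* the count was 3 without wild type -Fe replicate 1, 1 without wild type +Fe replicate 1, wild type -Fe replicate 3 or *clf* -Fe replicate 1, and 0 without any of the other 8. *ARD3*, a gene of methionine salvage, was at least 320-fold higher in iron deficient than in iron sufficient wild type (adjusted p = 0.000466), and lower in iron deficient *clf* than in wild type (log2 fold change -5.26, SE 0.59, adjusted p = 0.0123). The latter call ended without wild type -Fe replicate 2 (0.0676), *clf* +Fe replicate 1 (0.0521) or *clf* -Fe replicate 2 (0.0665) or 3 (0.0828). Under iron sufficiency *IMA2* was higher in *clf* than in wild type, at 1.21 against 0.16 CPM (log2 fold change 2.90, SE 0.40, adjusted p = 0.0319), and the iron regulators were shifted upwards (camera adjusted p = 3.77e-10, adjusted p = 0.0403 with an estimated correlation). The *IMA2* call ended with a replicate block (0.0642) and without any wild type +Fe library, *clf* +Fe replicate 1 or 3 or *clf* -Fe replicate 2 or 3 (0.0541 to 0.224). Its iron response was smaller in *clf*, by a log2 difference of -3.11 (SE 0.47, adjusted p = 0.205), a difference that DESeq2 called (-3.16, adjusted p = 0.00203), as did edgeR without the 4 libraries that stand apart (-3.03, adjusted p = 0.00186). Genes called higher in *clf* under both conditions numbered 10, where independent lists would share 0.0142, and include *AG*, *MYB37*, *SCPL13* and the retroelements *SADHU3-2* and *SADHU5-1*, of which *MYB37*, *SCPL13* and *SADHU5-1* were named after their values were seen. Lower in *clf* were *CLF* under iron sufficiency, and *CLF*, *GSTU20*, *ARD3*, AT1G62500 and AT5G41290 under iron deficiency.

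The nitrate assimilation gene *NIR1* fell in both genotypes (1 of 6 genes, and 1 in wild type and 3 in *clf* adjusted over the list alone; camera adjusted p = 0.00846 and 0.00013, adjusted p = 0.174 and 0.0519 with an estimated correlation). Of 10 heat shock genes *HSP23.5* rose in wild type (6 higher and 1 lower adjusted over the list alone; camera adjusted p = 0.000895, adjusted p = 0.187 with an estimated correlation), and 6 were called without wild type -Fe replicate 1, and 2 without *clf* +Fe replicate 2 or *clf* -Fe replicate 1. The nitrate count in wild type was 0 without wild type +Fe replicate 2 or 3 or wild type -Fe replicate 3. In *clf* it was 2 without wild type +Fe replicate 1 or wild type -Fe replicate 1 and 0 without any 1 *clf* library. The phosphate starvation genes had medians of -0.42 and -0.37 under iron deficiency in wild type and *clf* (camera adjusted p = 0.156 and 0.0975), and the markers of root hairs 1.25 and 1.00 (0.0827 and 0.0763), of the endodermis 0.24 and 0.25 (0.261 and 0.212), of suberin 0.07 and -0.22 (0.851 and 0.212) and of the meristem -0.18 and -0.40 (0.522 and 0.0763). Among 13 PRC2 subunits and demethylases *SWN* fell in wild type (1 adjusted over the list alone), and of the floral targets *KNAT6* fell (1 adjusted over the list alone). Of the 4 seed maturation genes 0 passed the filter on low counts.

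By the rule used, 1 library of each group stands apart, and these 4 libraries moved together. Within groups, the first principal component held 52.1% of the variance. A different time of day at harvest is a candidate explanation. Over 16 clock genes, morning minus evening genes deviated by -1.238, -1.207, -2.0 and -1.548 in wild type +Fe replicate 1, wild type -Fe replicate 1, *clf* +Fe replicate 2 and *clf* -Fe replicate 1, and by 0.575 to 1.03 in the other 8 libraries, a test that was set before the result was seen. Because these are deviations from the mean of each group, the values of the other 8 libraries are no separate support. Gene length and GC content stay open, with correlations across genes of -0.11 and 0.06. A lower share of differentiated root cells cannot be told apart from it either, since 3 of the 4 libraries had lower root hair, endodermis and suberin markers and higher meristem markers, and *clf* +Fe replicate 2 did not (endodermis 0.04). The design gives no time of harvest and no condition that sets these libraries apart, so that no biological explanation beyond these was tested.

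The read histograms of *FIT*, *FRO2* and *IRT1* in Fig. 2A and Supplementary Figure S3 are higher in *clf*, with areas 4.57, 3.97 and 5.1 times those of wild type under iron sufficiency and 4.76, 4.69 and 4.27 times under iron deficiency. Over all libraries the median log2 ratio of means was -0.551 under iron sufficiency and 0.621 under iron deficiency, against 2.191 and 2.231 for the areas, which argues against a level over all libraries as their source. The histograms may show replicate 1 of each genotype, since that pair was the closest of 9 in 4 of 4 panels. These panels are *FIT*, *FRO2* and *IRT1*, and *PYE*, *FRO3* and *NAS4*, under each iron condition. For *FIT*, *FRO2* and *IRT1* under iron deficiency, wild type replicate 1 with *clf* replicate 3 was nearly as close (root mean square log2 difference 0.252 against 0.21). In both conditions, wild type replicate 1 is a library that stands apart.

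FIT-dependent genes more often had the more positive iron response in *clf* (84.4% of 90), but the set's call ended with an estimated correlation (adjusted p = 0.675 with an estimated correlation), and the share was 54.4% without wild type -Fe replicate 1. Without the 4 libraries that stand apart, the shares were 77.8% (70 of 90, 95% Wilson interval 68.2 to 85.1%) for the FIT-dependent and 45.9% (39 of 85, 35.7 to 56.4%) for the PYE-dependent genes. The contrast between the lists thus remained without them. The intervals take genes as independent, so they cannot decide whether these libraries are the source of the contrast. Among genes raised in both genotypes, 88.9% (32 of 36, 74.7 to 95.6%) of the FIT-dependent and 45.6% (82 of 180, 38.4 to 52.8%) of the other genes had the larger response in *clf*. In these libraries the other genes as a set thus did not share the larger response. These intervals too take genes as independent. The shares were not computed without wild type -Fe replicate 1, so they do not exclude a stronger response of all iron-induced genes. Loss of H3K27me3 at the FIT-dependent genes stays open as the biological explanation and was not tested with these libraries. Chance in the spread between libraries is not excluded. The libraries were assigned in 100 ways, the real one and 99 drawn at random. Of the 100, the real one included, 39 gave a share as large as 84.4% (highest other 97.8%). A median difference as large as 0.387 was reached by 57, the real one included (highest other 1.404). Both were counted in either direction, since which group of a split stands for *clf* is arbitrary. For the number of genes with a different response these splits decide nothing, since any of the 100 reaches the real 0. Of the other 99, 1 called genes, 66 in one direction and 21 in the other. It swaps the genotypes under iron deficiency alone, so that it adds up the differences between the genotypes of both conditions.

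For the pairwise comparisons, 3 libraries against 3 make 10 splits, too few for a share under 0.05. The real split gave 459 and 431, 257 and 99, 13 and 1, and 22 and 5 genes, each reached in 1 split, and the highest other gave 0. The FIT-dependent median was -0.032 under iron sufficiency, reached in size by 9 splits (highest other 0.634), and 0.385 under iron deficiency, reached by 5 (highest other 0.637). Where same-numbered libraries correlated, for iron in wild type and genotype under iron deficiency, 4 splits part all same-numbered pairs. The highest of the others among them also gave 0.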
